# miR-210 promotes the anti-inflammatory phenotype and M2 polarization in murine macrophages

**DOI:** 10.3389/fimmu.2025.1633163

**Published:** 2025-08-05

**Authors:** Carmen Alexandra Neculachi, Evelyn-Gabriela Nastase-Rusu, Laudy Cherry, Catalina Iolanda Marinescu-Colan, Spyros Tastsoglou, Bogdan Paul Cosman, Alina Madalina Popa, Cristina Panciuc, Germana Zaccagnini, Sergiu Bogdan Catrina, Maya Simionescu, Fabio Martelli, Mihai Bogdan Preda, Alexandrina Burlacu

**Keywords:** miR-210, macrophages, polarization, inflammation, metabolism, cell cycle

## Abstract

**Introduction:**

Macrophages play fundamental roles in immune regulation and tissue homeostasis, serving as one of the primary cell types that orchestrate tissue repair after injury. MiR-210 is a hypoxia-inducible, small non-coding RNA involved in regulating metabolic adaptation and inflammatory responses during normal repair processes. However, its role in macrophage polarization is not fully understood. Here, we report the impact of miR-210 deletion on macrophage polarization towards a pro-reparatory phenotype.

**Methods:**

Bone marrow-derived macrophages were obtained from miR-210 knockout (KO) and wild-type (WT) mice and polarized toward the pro-reparative M2 phenotype. The transcriptomic profile of these cells, as well as their phagocytic capacity, cell energy phenotype, and cytokine production were assessed to determine the impact of miR-210 on the macrophage polarization process into a M2-like phenotype.

**Results:**

Compared with their WT counterparts, miR-210 KO M0 macrophages presented a reduced glycolytic activity and a diminished metabolic flexibility. However, miR-210 KO cells exhibited increased phagocytosis in both M0 and M2 states, potentially as an adaptive response to their metabolic limitations. Transcriptomic analysis revealed distinct clustering between the M0 and M2 states, along with several notable differences in the transcriptional patterns between the two genotypes. Analysis of differentially expressed genes indicated an increased pro-inflammatory state in resting miR-210 KO macrophages compared to WT control cells. These data were further confirmed by the higher levels of IL-6, TNF-α, and IL-1b secreted by miR-210 KO M0 macrophages compared to WT cells. Analysis of the biological processes activated during the polarization process towards the M2 phenotype revealed an incomplete polarization of miR-210 KO cells, which may be attributed, at least in part, to reduced activation of mitotic regulators, leading to slower cell cycle progression and diminished proliferation.

**Discussion:**

Our data offers new insights into the role of miR-210 in promoting a macrophage shift toward the anti-inflammatory, pro-reparative M2 phenotype. The fine-tuned involvement of miR-210 in immune responses may have potential implications for chronic inflammation, immune dysfunction, and tissue repair.

## 1 Introduction

Macrophages are critical components of the innate immune system, being the main responding cells to injury and infections (1). Microenvironmental signals influence macrophage behavior, driving their differentiation into distinct phenotypes: M1-like macrophages, with pro-inflammatory properties, and M2-like macrophages, with anti-inflammatory functions. This polarization is a critical factor in the progression of various diseases, including chronic inflammatory disorders (2–4), sepsis (5), autoimmune diseases (2, 3, 6), and metabolic syndrome (7, 8).

As essential post-transcriptional regulators of gene expression, non-coding RNAs influence numerous cellular processes, including inflammatory responses (9). In turn, inflammatory lesions are commonly linked to tissue hypoxia, making hypoxia and inflammation closely interconnected in a variety of human diseases. Among hypoxia-responsive non-coding RNAs, miR-210 is one of the best characterized. It plays important roles in diverse cellular processes related to inflammation, being an important player in the crosstalk between hypoxia and inflammation (10). MiR-210 regulates genes associated with glycolysis and oxidative phosphorylation, which are both essential for macrophage activation and polarization (11–15).

The metabolic profile of macrophages is generally linked to their functional status. M1-like macrophages preferentially utilize glycolysis to promptly generate energy and ROS, thus supporting their pro-inflammatory activity, whereas M2-like macrophages depend on oxidative phosphorylation to accomplish anti-inflammatory and tissue-repairing functions (16, 17). Understanding the mechanisms by which miR-210 influences macrophage phenotype can elucidate the complex balance between pro- and anti-inflammatory signals, which is essential for effective tissue repair and resolution of chronic inflammatory states. Therapeutic modulation of miR-210 might therefore represent a novel approach to fine-tune macrophage responses, potentially improving outcomes in conditions characterized by persistent inflammation or impaired tissue healing.

MiR-210 was recently reported to act as a molecular switch of macrophages toward the M1-like pro-inflammatory state, by reducing mitochondrial respiration in favor of glycolysis, thus modulating the macrophage metabolism and inflammatory response (15). Dysregulation of the inflammatory response drives persistent inflammation that manifests across diverse conditions, such as sepsis and diabetes, highlighting the critical need to maintain proper miR-210 levels (5, 18). However, the contribution of miR-210 to alternative (M2-like) macrophage polarization remains incompletely defined. In this study, the impact of miR-210 deletion on macrophages was examined, with a particular focus on the baseline transcriptome of resting macrophages and their capacity to adopt an IL-4-driven M2-phenotype. We report here that the deletion of miR-210 skews resting macrophages toward a pro-inflammatory transcriptional state, impairs the IL-4 induced polarization, and alters metabolic pathways essential for alternative M2 activation. Our findings highlight the pleiotropic and context-dependent functions of miR-210 in macrophage activation. Exploration of miR-210’s role in macrophage polarization not only advances our fundamental understanding of macrophage biology, but also opens new avenues for targeted therapeutic strategies.

## 2 Materials and methods

### 2.1 Mice

Animal experiments were conducted in accordance with the European Guidelines for Animal Welfare (Directive 2010/63/EU) and approved by the National Sanitary Veterinary and Food Safety Authority (389/22.03.2018 and 612/24.03.2021). C57BL/6J mice having a heterozygous deletion in miR-210 were a gift from Dr. Mircea Ivan (Indiana University School of Medicine, USA) and were obtained by crossing miR-210 floxed mice with Gata-1 Cre mice (19). MiR-210 knock-out (KO) and wild type (WT) controls were generated by breeding heterozygous mice. Mice were maintained under specific pathogen-free conditions in a controlled environment with a 12/12-h light/dark cycle, 21°C, and 55–60% humidity, and access to chow and water ad libitum.

### 2.2 Mouse genotyping

Tail tips obtained from mice at approximately 4 weeks of age were used for genomic DNA (gDNA) isolation, using the KAPA Mouse Genotyping Kit (Roche, KK7302) following the manufacturer’s instructions. PCR was performed using specific primers for deleted and non-deleted miR-210 and WT alleles and the PCR products were visualized by 1.5% agarose gel electrophoresis. The primer sequences are listed in **Table 1**.

**Table 1:** List of primer sequences designed for RT-qPCR.

Gene	Primer type	Sequence
Mir210_SA_F	Forward primer	ACACACATCTTTGAGGATCTATTGGGTCTG
Mir210_LA_R	Reverse primer	CTCTGAGTTTAATACCAGTGCCAGTCTAGA
Mir210_F	Forward primer	AGTGGAAAAGGATATCCAGGGAAGCTATAG
Mmd	Forward primer	GCATTCCTCATTGTTCCGGC
	Reverse primer	CCCATCCCGTAGATCCATGC
Gdf3	Forward primer	AGAGAAAGCGCCTTCACCTC
	Reverse primer	CACCCAGCTCCTTCACGTAG
Arg1	Forward primer	ACATTGGCTTGCGAGACGTA
	Reverse primer	ATCACCTTGCCAATCCCCAG
Rpl32	Forward primer	GTGGCTGCCATCTGTTTTACG
	Reverse primer	CGCCAGTTTCGCTTAATTTTCAC
Rab4a	Forward primer	AGAAGGACTTGGATGCCGAC
	Reverse primer	AAGCCTCTTCGACGTTCTCG
Pira2	Forward primer	CAGAAGCCAGCAAACAAGGC
	Reverse primer	GAAAGGCTGGGTGTCCAGTA
CD206	Forward primer	AACCACCACTGACTACGACAAA
	Reverse primer	AATCTCTCGCTTCCCTCAAAGTG
Retnl	Reverse primer	GTCAGCACAGACCTCTCTCTT
	Forward primer	GGGATGACTGCTACTGGGTG

### 2.3 Isolation of bone marrow cells

Long bones were extracted from hind limbs under sterile conditions. Bone marrow aspirates were obtained using the protocol previously described (20). Briefly, medium-sized channels were flushed with 5 ml of medium (high glucose DMEM medium supplemented with 10% fetal bovine serum) using a 25-G needle connected to a 5-ml syringe. The single-cell suspension obtained by passing the aspirate through needles of decreasing sizes (18G, 21G, 23G, 25G) was subsequently resuspended to a concentration of 10^6^ cells/ml and used for further experiments.

### 2.4 Monocyte purification

Monocytes were obtained using the EasySep™ Mouse Monocyte Isolation Kit (STEMCELL Technologies, #19761) following the manufacturer’s instructions. Briefly, approximately 60x10^6^ cells obtained from bone marrow aspirate were resuspended in 1 ml of EasySep buffer (STEMCELL Technologies, 20144) and incubated with an antibody cocktail targeting non-monocytic cells, including erythrocytes, lymphocytes, neutrophils, and dendritic cells. Afterward, EasySep™ Dextran RapidSpheres™ were added to the cell suspension to bind the antibody-labeled cells. The suspension was then placed into an EasySep™ magnet, which selectively retained the magnetically labeled cells while allowing the unmarked monocytes to be transferred into a new tube. The isolated monocytes were washed, counted, and either used for flow cytometry analysis or cultured *in vitro* to differentiate into macrophages for further experiments.

### 2.5 Macrophage differentiation and polarization

Isolated monocytes were seeded at 40,000 cells/cm² in differentiation medium consisting of high-glucose DMEM supplemented with 20% fetal bovine serum (FBS) and 30% L929-conditioned medium (L929-CM), serving as an endogenous source of M-CSF (21, 22). L929-CM was obtained from the supernatant of confluent L929 cells by sequential centrifugations at 400 × g for 5 minutes and 2,000 × g for 25 minutes. After 7 days in culture, with a medium refresh on day 3, polarization toward the M2 anti-inflammatory phenotype was induced by incubating the cells with 20 ng/mL IL-4 (R&D Systems, #RD-404-ML-010) for 72 hours. Control wells were maintained under identical conditions without IL-4 treatment.

### 2.6 RNA isolation and real-time PCR analysis

Total RNA was isolated from cells using the standard protocol of TRIzol reagent (Thermo Fisher Scientific, 15596026). One microgram of total RNA was used for reverse transcription, using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, MA, USA#4387406). RT-PCR was performed on a ViiA™ 7 Real-Time PCR System (Thermo Fisher Scientific) using SYBR™ Select Master Mix (Applied Biosystems, 4472918) or LightCycler^®^480 II (Roche) using Platinum^®^ Taq DNA Polymerase (Thermo Fisher Scientific, #10966-050). The relative expression level was determined using the comparative C_T_ method, with *Rpl32* used for normalization. MiR-210 expression levels were measured using TaqMan™ MicroRNA Assays (ThermoFisher Scientific, #A25576) in combination with the TaqMan™ MicroRNA Reverse Transcription Kit (ThermoFisher Scientific, #4366596). The expression of U6 snRNA was used as an endogenous control for normalization.

### 2.7 Fluorescence microscopy

Macrophages were washed twice with phosphate-buffered saline (PBS), fixed for 10 minutes with 4% PFA in PBS at room temperature, permeabilized for 10 minutes with 0.05% Triton X-100 in PBS, and blocked with 5% bovine serum albumin (BSA) in PBS for 1 hour at room temperature. Cells were then incubated overnight at 4°C with rat anti-mouse CD68 antibody (BioRad, MCA1957GA, 1:100) or rabbit anti-mouse alpha smooth muscle actin (αSMA) antibody (Abcam, Ab5694, 1:200), or 1 hour at room temperature with Alexa Fluor^®^ 647-labeled rat anti-mouse CD206 antibody (Biolegend, 141712, 1:200). After primary antibody incubation, cells were washed with PBS and incubated for 1 hour at room temperature with secondary antibodies: goat anti-rat Alexa Fluor ^®^ 488 (Invitrogen, A-11006, 1:250), or donkey anti-rabbit Alexa Fluor ^®^ 488 (Invitrogen, A-21207, 1:400). Nuclei were counterstained with 2 µg/ml Hoechst 22358 for 10 minutes. Cells were mounted with coverslips in Fluoromount-G™ Mounting Medium (Invitrogen, 00-4958-02), and imaged using a Leica DMi8 inverted fluorescent microscope with HC PL APO 10x/0.45 NA dry, and HC PL APO 40x/1.3 NA oil objectives. Fluorophores were excited with a multi-LED Spectra-X light source (Lumencor) and images were captured with a sCMOS camera Leica DFC9000 and subsequently processed with Leica LAS X software.

### 2.8 Metabolic profile analysis

The metabolic profile analysis was performed using the Agilent Seahorse XFp Cell Energy Phenotype Test Kit (Agilent, 103275-100), and Agilent Seahorse XFp Glycolytic Rate Assay (Agilent, 103346-100), following the general manufacturer’s instructions. Briefly, 25x103 cells in 200 µl differentiation medium were seeded into each well and allowed to adhere at 37°C under 5% CO2. After 24 hours, the medium was replaced with assay medium, followed by a 1-hour incubation at 37°C in a CO2-free environment. The analysis was performed using 1 µM oligomycin, 1 µM carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone (FCCP), 0.5 µM rotenone, and antimycin (Rot/AA) as stress factors.

### 2.9 Proliferation analysis

XTT assay (ThermoFisher Scientific, X6493) was performed to assess cell viability, according to the manufacturer’s guidelines. Briefly, M0 macrophages were seeded in 96-well plates and incubated in the presence or absence of IL-4. After three days, the culture medium was removed and fresh medium containing XTT reagent (1 mg/mL) supplemented with 25 µM phenazine methosulfate (PMS) was added to each well. The plates were incubated at 37°C under 5% CO_2_ atmosphere for 2 hours, allowing mitochondrial dehydrogenases to reduce XTT into its soluble formazan derivative. Formazan was quantified by reading the absorbance at 450 nm, on a microplate reader (Tecan Infinite M200 Multi-Detection Plate Reader). Cell proliferation was estimated in miR-210 KO cells in comparison to WT cells. Another method to assess cell proliferation was using nuclear staining with DAPI and flow cytometry analysis. Trypsinized cells were fixed in PBS with 4% PFA (paraformaldehyde) for 15 minutes at room temperature (RT), followed by permeabilization with 90% methanol on ice for 30 minutes. Next, nuclear DNA was stained with 1 µg/mL DAPI for 15 minutes at RT. Finally, the cells were resuspended in FACS buffer and analyzed by flow cytometry. Data were acquired on CytoFlex flow cytometer (Beckman Coulter) and analyzed using CytExpert software (Beckman Coulter).

### 2.10 Flow-cytometry analysis

Trypsinized cells were resuspended at 10^6^ cells/ml in FACS buffer (PBS + 2% FBS), and 100 μl of cell suspension was used for each sample. Cells were incubated with a mix of fluorescently labeled primary antibodies or corresponding isotype controls for 30 minutes on ice, followed by washing in FACS buffer. 2 µg/ml propidium iodide (PI) was added before analysis. At least 20,000 events were recorded for each sample, using a CytoFLEX Flow Cytometer (Beckman Coulter, U.S.A.) and the acquired data were analyzed using CytExpert version 2.5 software.

### 2.11 Phagocytosis assay

The phagocytic capacity of macrophages was assessed using pHrodo™ labeled S. aureus particles (Thermo Fisher, # P35367). These particles are engulfed by cells and emit a fluorescent signal when reached the acidic lysosomal compartment. Briefly, macrophages were seeded in 96-well plates (105 cells/well) and allowed to adhere for 2 hours at 37°C, and 5% CO2. Next, various amounts of pHrodo™ conjugate (0.1, 1, and 10 µg/µl) were added to the wells and incubated for 2 hours. Afterwards, the cells were washed and analyzed by flow cytometry. At least 20,000 events were recorded for each sample.

### 2.12 Efferocytosis assay

Murine macrophages were plated in 24-well plates at 1 × 10^5^ cells/cm² and allowed to adhere for 3 h at 37°C in complete medium. Jurkat cells serving as apoptotic targets were labelled with CellTracker™ Red CMTPX (3 µM in DMSO, 30 min, 37°C in serum-free RPMI), washed, and equilibrated for a further 30 min in complete RPMI medium. Apoptosis was then induced with 1 µM staurosporine for 3 h at 37°C, after which cells were rinsed twice in PBS. Labelled apoptotic Jurkat cells were added to the adherent macrophages at a 3:1 target-to-effector ratio and co-cultured for 2 h at 37°C. Non-engulfed Jurkat cells were removed by gentle PBS washing, and macrophages were detached and subjected to flow-cytometric analysis to quantify CMTPX signal.

### 2.13 Apoptosis assay

Murine macrophages were seeded at a density of 4 × 10^4^ cells/cm². After overnight adherence, cells were stimulated with 40 ng/mL recombinant murine TNF-α (R&D Systems 410-MT-025) for 24 hours in complete medium. Following stimulation, cells were gently detached and washed twice with PBS. Apoptosis was quantified using the Annexin V staining (BioLegend, 640906), following the manufacturer’s instructions. Briefly, cells were resuspended in Annexin V Binding Buffer at a density of 10^6^ cells/mL, and incubated with Annexin V-FITC and PI for 15 minutes at room temperature in the dark. Cells stained with Annexin V and PI were analyzed by flow cytometry.

### 2.14 ELISA

The level of cytokines in the supernatants of M0 and M2 macrophages was determined using the DuoSet ELISA kits (for IL-6, R&D Systems, DY406), IL-1β (R&D Systems, DY401-05), and the ELISA MAX™ Deluxe Set Mouse TNFα (BioLegend, 430904), according to the manufacturer’s instructions. Briefly, the 96-well plate wells were coated with the capture antibody overnight, followed by blocking with 1% BSA in PBS for one hour. The samples and standards were incubated for 2 hours at room temperature, followed by detection with a biotinylated antibody and streptavidin-HRP. HRP reaction was performed using TMB (3,3’,5,5’ tetramethylbenzidine) as the substrate. Reactions were stopped with 2 N H_2_SO_4_ and signal development was determined by measuring the absorbance at 450 nm with correction at 540/570 nm on a microplate reader (Tecan Infinite M200 Multi-Detection Plate Reader). Concentrations were determined using standard curves generated with recombinant cytokines.

### 2.15 Western blot analysis

Cell lysates were prepared by harvesting cells in 2x Laemmli Buffer. Equal volumes of samples (20 μl) were loaded onto 10% SDS-polyacrylamide gel and transferred onto nitrocellulose membranes using a semi-dry transfer system at 25 V for 30 minutes. The membranes were blocked with 1% fish gelatine in TBST (Tris buffered saline containing 0.1% Tween20) for 60 minutes at RT on a shaker. The membranes were incubated overnight at 4°C with antibodies against p53 (Abcam, #ab90363, 1:1000), TGF-β (Abcam, #ab215715, 1:1000), GAPDH (Abcam, #ab37168, 1:1000), IL-1β (Abcam, ab9722, 1:1000), αTubulin (R&D Systems, MAB9344 1:1000), β-actin (Sigma-Aldrich, A2228), and MMP-9 antibody (Novus Biologicals, NBP1-57840), prepared in 5% BSA in TBST. Washed membranes were then incubated with HRP-conjugated secondary antibodies for 1 hour at room temperature. Protein detection was performed using SuperSignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific, 34580) and visualized with a gel documentation system (ImageQuant LAS 4000 system, Fujifilm). Quantification was conducted using TotalLab™ software.

### 2.16 RNA sequencing and data analysis

For transcriptomic analysis, WT and KO macrophages under both M0 and M2 conditions were collected and lysed for total RNA extraction with TRIzol reagent (Thermo Fisher Scientific, 15596026) following the manufacturer’s protocol. RNA-seq was performed by Novogene (UK) Company Limited, following standard protocols. Library preparation included ribosomal RNA depletion, RNA fragmentation, and cDNA synthesis, followed by end repair, poly-A tailing, and adaptor ligation. The libraries were sequenced as stranded paired end reads on the Illumina NovaSeq 6000 platform. Initial quality control of raw sequencing reads was performed using FastQC (v0.12.0). Adapter sequences were trimmed with Trimmomatic (v0.39), and PCR duplicates were removed using Picard tools. Cleaned reads were aligned to the mouse reference genome (GRCm39 P110) using splice-aware STAR aligner (v2.7.11) (23). Alignment quality was evaluated with Samtools (v1.18) and stranded read quantification was performed using featureCounts (v2.0.3). Differential gene expression analysis was carried out with DESeq2 (v1.44.0) (24), using Wald test for two-group comparisons and applying the Benjamini-Hochberg procedure to account for multiple testing. Gene annotation was performed using BioMart, accessed via the Ensembl Genome Browser (release 112).

### 2.17 Enrichment analysis and visualization

Functional enrichment analysis of differentially expressed gene (DEGs) was conducted using DAVID (Database for Annotation, Visualization, and Integrated Discovery) for Gene Ontology (GO) Biological Processes (25) to compare the efficacy of polarization (DEGs for miR-210 KO_M2 vs miR-210 KO_M0 and WT_M2 vs WT_M0). Enrichr tool (https://maayanlab.cloud/Enrichr/) and R package fgsea (26) were used to identify significantly overrepresented biological pathways (27) and Molecular Signatures Database (MSigDB Hallmark 2020) was used as a reference to identify pathways impacted by miR-210 deletion, in both phenotypes. Overlapping DEGs between conditions were visualized using Venn diagrams. Data visualization included heatmaps, PCA plots, and volcano plots, generated using the ggplot2 package in R (28) and GraphPad Prism 8.0.1 (GraphPad Software, San Diego, CA, USA).

### 2.18 Statistical analyses

Data were analyzed using GraphPad Prism 8.0.1 (GraphPad Software, San Diego, CA, USA). The results are expressed as mean ± standard error of the mean (SEM). The mean values were obtained from at least three independent experiments. Data analysis included Student t-test`s and multiple t-tests for comparisons between mir-210 KO *vs*. WT cells within the same phenotype, and two-way ANOVA to evaluate the effects of genotype (WT *vs*. KO) and polarization (M0 *vs*. M2) on gene expression. A p value less than 0.05 was considered statistically significant.

## 3 Results

### 3.1 Characterization of macrophages obtained from WT and miR-210 KO mice

MiR-210 KO and WT mice were derived from heterozygous (miR-210^+^/^−^, HET) matings. Genotypes were confirmed by PCR (**Supplementary Figure S1A**). Bone marrow-derived monocytes from WT and miR-210 KO mice were isolated using a magnetic bead-based purification approach (**Figure 1A**), which was considered advantageous over flow cytometry-based sorting, as it leaves target cells untouched, thereby preserving their native phenotype and functional integrity. Importantly, the enrichment process increased the purity of CD11b^+^ cells (**Supplementary Figure S1B**) from approximately 25% in BM cells (which included the neutrophil population) to over 75% in the selected cells after neutrophil depletion, while fully preserving cell viability (PI staining, **Figure 1B**), indicating minimal cell damage during isolation. Flow cytometry analysis validated the enrichment process, demonstrating effective depletion of non-monocyte populations, including erythrocytes (TER119^+^ cells) and neutrophils (CD11b^+^/Ly-6G^+^ cells), while yielding a monocyte-enriched (CD11b^+^/F4/80^−^) cell fraction (**Figure 1B**). No differences were observed between WT and KO animals regarding the phenotype of the initial monocyte populations or the efficiency of the negative selection procedure (data not shown). To further ensure the maintenance of physiological relevance, purified monocytes were immediately cultured following isolation.

**Figure 1:**
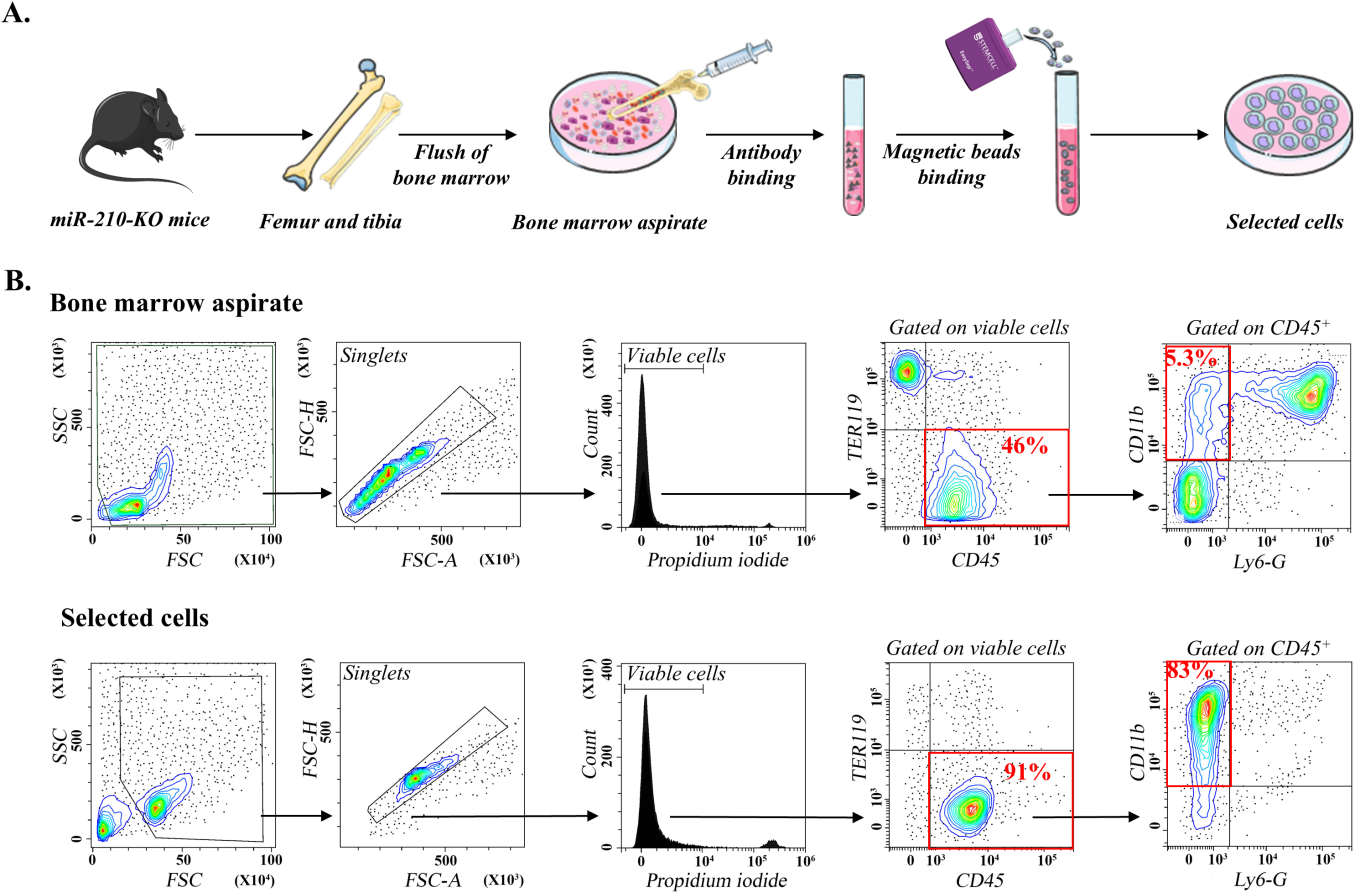
Isolation and differentiation of miR-210-KO bone marrow monocytes. **(A)** Schematic representation of the isolation and selection of bone marrow monocytes from miR-210 KO mice. **(B)** Flow cytometry analysis of bone marrow aspirates (upper) and selected cells (lower). Note the enrichment in CD11b^+^ cells after selection. The flow cytometry plots are representative of at least three independent experiments performed using bone marrow cells from WT and miR-210-KO mice. The data illustrated correspond to one miR-210 KO mouse. No differences were observed between WT and KO animals regarding the initial monocyte populations or the efficiency of the negative selection procedure.

Purified monocytes differentiated in L929-CM for seven days yielded a homogenous CD11b^+^, F4/80^+^ M0-resting macrophage population (**Figure 2A**). Differentiated cells expressed the pan-macrophage marker CD68, as illustrated by fluorescence microscopy (**Figure 2B**). Despite the confirmed absence of miR-210 in M0 macrophages (**Supplementary Figure S2A**), no differences were noted between miR-210 KO-derived and WT cells regarding CD68 and F4/80 marker expressions (data not shown), underscoring a similar differentiation trajectory. Additionally, flow cytometry analysis demonstrated the phagocytic capacity of differentiated cells, through their capacity to engulf bacterial particles, a particular feature of macrophages (**Supplementary Figure S2B**). However, a slight yet significant difference was observed in M0 cell size and internal complexity, with miR-210 KO cells displaying lower side scatter (SSC) values compared to WT cells (**Supplementary Figure S2C**). This reduction in granularity likely reflects minor alterations in organelle and vesicle content in miR210 KO cells (29) rather than impaired differentiation.

**Figure 2:**
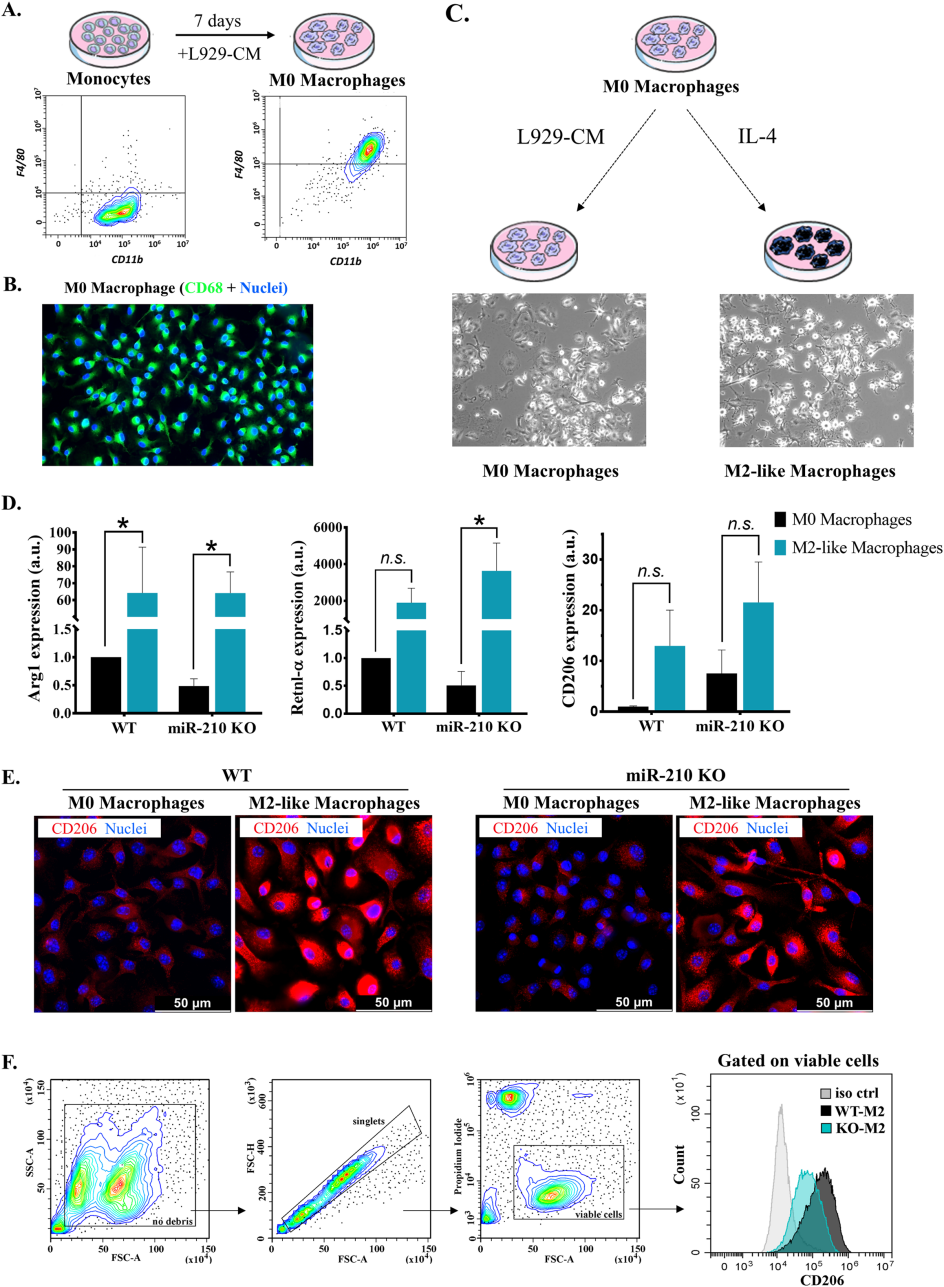
Characterization of M0 and M2-like macrophages. **(A)** Flow-cytometry characterization of monocytes and M0 macrophages, showing the gain of F4/80 marker after differentiation. **(B)** Immunofluorescence staining showing the presence of CD68 (green). Hoechst was used for nuclear counterstaining. **(C)** Schematic representation of macrophage polarization towards M2-like phenotype. Representative phase-contrast images of M0 and M2-like cells. **(D)** Gene expression analysis of M2 macrophage polarization markers in WT and miR-210 KO macrophages. Data are presented as mean ± SEM from 3-5 animals. Statistical significance was determined using two-way ANOVA, *p < 0.05, *n.s*= not significant. **(E)** Representative immunofluorescence images showing CD206 (red) and nuclei (blue, Hoechst) in WT and miR-210 KO macrophages in both M0 and M2 polarization states. Note the increased CD206 signal in WT M2 macrophages compared to KO M2 macrophages. Scale bar = 50 μm. **(F)** Flow cytometry analysis of CD206 surface expression in M2 macrophages. The gating strategy is shown on the left. The histogram (right) displays comparative CD206 levels in WT-M2 and KO-M2 macrophages. Note a higher signal in WT-M2 macrophages vs. KO-M2.

To assess macrophage polarization towards a M2-like phenotype, M0 macrophages were stimulated with IL-4 for three days (**Figure 2C**). Real-time PCR analysis confirmed successful polarization, as evidenced by the upregulation of *Arg1*, *Retnl-α*, and *CD206* genes (**Figure 2D**). Notably, a higher upregulation of CD206 was observed in WT-derived M2-like cells (compared to those from miR-210 KO mice, although the difference did one did reach statistical significance due to high variability in fold change values. A similar trend was observed at the protein level by immunocytochemistry (**Figure 2E**) and further supported by flow cytometry analysis (**Figure 2F**), which confirmed higher *CD206* expression in M2-like macrophages derived from WT compared to miR-210 KO mice. Together, these data suggest that although miR-210 KO-derived macrophages are capable of differentiating into M2-like cells *in vitro*, the extent of polarization appears to be slightly reduced compared to WT cells.

### 3.2 Transcriptomic profiles of miR-210 KO and WT- derived macrophages

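Monocytes from the bone marrow of WT and miR-210 KO mice were cultured for 7 days with 20% fetal bovine serum and 30% medium conditioned by L929 cells, a mouse fibroblast line that secretes M-CSF, and became M0 macrophages. M2 macrophages were obtained by a further 72 hours with 20 ng/mL IL-4, and control wells were kept in the same way without IL-4. RNA from 12 cultures was sequenced, 3 in each of the 4 groups WT M0, miR-210 KO M0, WT M2 and miR-210 KO M2, after removal of ribosomal RNA and as stranded paired-end libraries. The authors trimmed the reads, removed duplicate reads, aligned the rest to GRCm39 with STAR and counted them per gene and strand with featureCounts. They deposited 4 tables of these counts, a table for each pair of groups compared, with 56941 Ensembl genes each, and 4 tables of the same counts divided by a size factor per library, which leave out genes with fewer than 5 counts over the 6 libraries of a pair. Removing reads that map to the same position can lower the counts of abundant and short genes, and reads that match near-identical genes can be counted on either copy or on none.
The counts of a library summed to between 7930525 and 9753468 in WT M0 (median 9401985), 8913242 and 10167695 in miR-210 KO M0 (median 10119233), 8281164 and 9585223 in WT M2 (median 8562227), and 8096658 and 9671168 in miR-210 KO M2 (median 8311183). The 10 genes with the most counts held between 4.48% and 4.84% of the counts of each library. A count of 0 allows a share of up to 3 counts of the total, between 2.95e-05% and 3.13e-05% in the deepest library of each group, and this limit covers counting error only. The tables number the libraries of a group from 1 to 3, and these numbers are not tied to the sample names. The labels give each group a batch of its own, so batch and group cannot be told apart.
Pairs of groups were compared on the deposited counts with edgeR's quasi-likelihood test, after TMM normalization and a filter on low counts (filterByExpr), with Benjamini-Hochberg (BH) adjustment over the genes tested. A gene was called differentially expressed (DEG) at an adjusted p under 0.05 and a |log2 fold change| over 0.263, the limits of the study. Normalized counts are TMM-scaled to the mean library size of the pair. The DESeq2 Wald test, which the authors used, was run as an alternative.
The deleted gene was looked at first. Mir210, the gene of the miR-210 precursor, lies on chromosome 7 of GRCm39 from 140801297 to 140801406. It had 1, 3 and 5 counts in the WT M0 libraries, 1, 2 and 1 in the WT M2 libraries and 0 in each of the 6 miR-210 KO libraries. Libraries of longer RNA hold little of a mature microRNA, so these counts bear on the sample labels and not on the level of miR-210.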

To assess the impact of miR-210 deletion on macrophage transcriptomic signature, RNA sequencing was performed on M0 and M2 macrophages derived from WT and miR-210 KO mice. Principal Component Analysis (PCA) demonstrated distinct clustering patterns based on polarization state (M0 vs. M2) and genotype (miR-210 KO vs. WT). 

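The 500 most variable genes across the 12 libraries, variance-stabilized with DESeq2, were summarised by principal components. On PC1 the M0 libraries scored between -30.8 and -28.6 and the M2 libraries between 27.7 and 32.1 (two-sided exact permutation test over 924 splits, p = 0.0022, the smallest these libraries allow). On PC2 the WT M0 libraries scored 5.15 ± 1.58 (SD, n = 3) and the miR-210 KO M0 libraries -5.11 ± 0.11 (SD, n = 3). In M2 the PC2 scores were 3.97 ± 0.32 (SD, n = 3) in WT and -4.01 ± 0.84 (SD, n = 3) in miR-210 KO. The genotypes did not overlap on PC2 in either state, with a two-sided exact permutation p of 0.1 within each state, the smallest that 3 libraries against 3 allow, and of 0.0022 over all 12 libraries. The test over all 12 treats the libraries as independent, and whether M0 and M2 cultures came from the same mice is not stated.

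**Figure D1:**
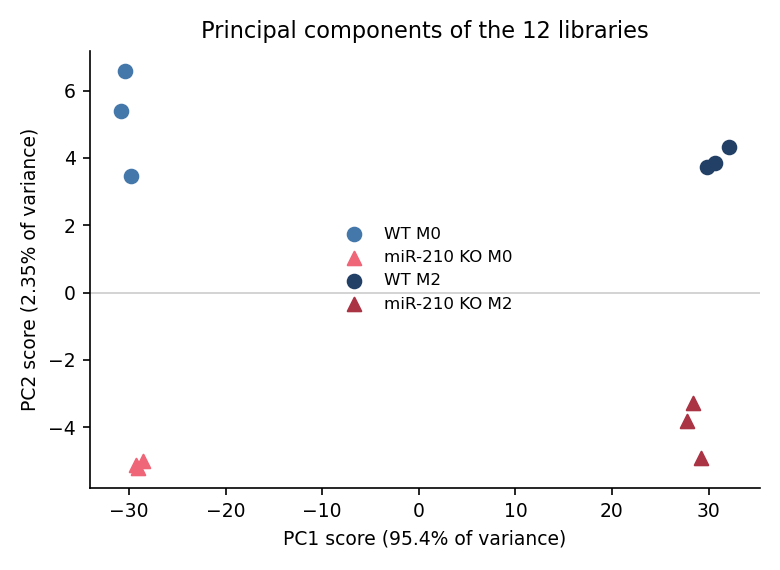
Scores of the 12 libraries on PC1 (horizontal) and PC2 (vertical), 1 point per library, with circles for WT and triangles for miR-210 KO. M0 libraries lie at the left and M2 libraries at the right, and WT libraries lie above 0 on PC2 and miR-210 KO libraries below.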

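PC1 held 95.4% of the variance of the 500 most variable genes, PC2 2.35% and PC3 0.640%. The choice of genes moved these shares most: with the variance-stabilized counts of all genes tested, PC1 held 81.8% and PC2 4.43%. In that setting PC2 separated the genotypes fully in M0 but not in M2, where the two-sided exact permutation p was 0.4. With the deposited normalized counts and no log scale, PC2 held 3.82% and did not separate the genotypes over the 12 libraries (two-sided exact permutation test, p = 0.63).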

PCA resolved four discrete clusters (**Figure 3A**): PC1, explaining 95% of total variance, separated M0 from M2 samples, whereas PC2, accounting for 2%, distinguished miR-210 KO from WT macrophages. Analysis of DEGs (FDR < 0.05, |log_2_FC| > 0.263) was conducted to identify transcriptional changes in miR-210 KO macrophages compared to WT controls. 

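In M0, 65 of the 14089 genes tested were called between miR-210 KO and WT, 31 of them higher and 34 lower in miR-210 KO, and 1410 genes had an unadjusted p under 0.05. In M2, 137 of 13980 genes were called, 57 higher and 80 lower, with 1498 genes at an unadjusted p under 0.05. Among the settings that kept all libraries, leaving out the filter on low counts changed the numbers by the most genes, to 532 in M0 and 360 in M2, and a limit of 1 on the |log2 fold change| gave 40 in M2. With the DESeq2 Wald test 207 genes were called in M0, which held all 65, and 130 in M2, of which 108 were among the 137. The calls in M0 depended on single libraries, with 302 genes called without the library numbered 2 of WT M0 and 20 without the library numbered 3. In M2 the number lay between 53 without the library numbered 2 of miR-210 KO M2 and 215 without the library numbered 3.
Among called genes with an average normalized count over 10, Ifi208, Gm16867, Pira2, H4c17 and mt-Nd3 had the largest fitted increases in both states. Ifi208 (chromosome 1, 173501241 to 173525961), a gene of the interferon-activated p200 family, was at or under 3 counts in every WT library and rose at least 219-fold in M0 and at least 8.21-fold in M2, to 656 ± 71.3 and 24.6 ± 11.7 normalized counts (SD, n = 3 each). Gm16867, for which 78.9% of the 50-base stretches of its transcript also occur in other genes, had 0 counts in every WT library and rose at least 19.4-fold in M0 and at least 7.42-fold in M2. Of the genes with the largest decreases, Ly6a fell in M0 from 1743 ± 865 to 483 ± 157 normalized counts (SD, n = 3 each), a log2 fold change of -1.85 (standard error 0.33, adjusted p = 0.038, edgeR's quasi-likelihood test with BH adjustment), and was no longer called without the libraries numbered 1 or 3 of WT M0 or 1 or 2 of miR-210 KO M0. Garin4 fell in M2 by 2.71 on the log2 scale (standard error 0.32, adjusted p = 2.4e-04 in the same test) and had too few counts to be tested in M0.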

Volcano plots illustrated many deregulated genes in both M0 and M2 states (**Figure 3B**). To further characterize these changes, we identified consistently upregulated or downregulated genes overlapping in M0 and M2 phenotypes, highlighting shared transcriptional responses to miR-210 deletion (**Figures 3C, D**). 

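Of the 13436 genes tested in both states, 17 were called higher in miR-210 KO in M0 and in M2, where chance would give 0.129 (one-sided Fisher's exact test, p = 5.9e-34). Lower in both states were 12 genes, where chance would give 0.141 (one-sided Fisher's exact test, p = 3.3e-21). Over all genes called, 14 were higher and 22 lower in M0 alone, of which 2 were not tested in M2, and 40 were higher and 68 lower in M2 alone, of which 22 were not tested in M0. The M0 and M2 comparisons share no library, but whether the same mice supplied both states is not stated. If they did, the overlap is not an independent replication. Of the genes called in M0 alone and tested in M2, 20 of 34 had the same sign there and 14 the other, and of those called in M2 alone and tested in M0, 55 of 86 had the same sign and 31 the other. Without the filter on low counts, 36 genes were higher and 44 lower in both states. The 29 shared genes lay on 18 chromosomes, and Cd81 was the only one within 10 Mb of the miR-210 locus. In 6 of them in M0 and 4 in M2, all libraries of 1 genotype were at or under 3 counts, so that only a lower bound of the change can be given.

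**Figure D2:**
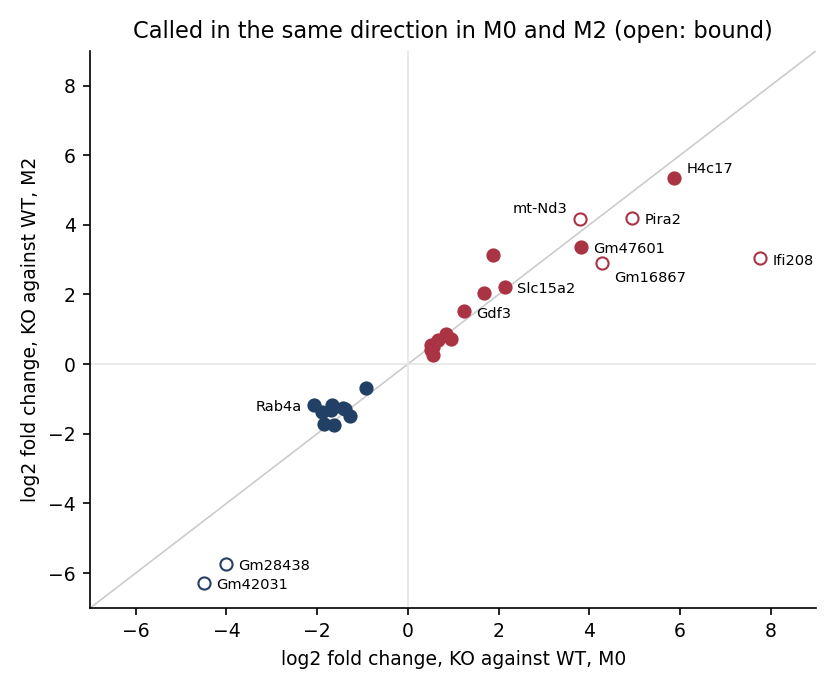
Log2 fold changes between miR-210 KO and WT in M0 (horizontal) and M2 (vertical) of the 29 genes called in the same direction in both states, 1 point per gene, red for higher and blue for lower. The line marks equal changes, and open symbols have all libraries of 1 genotype at or under 3 counts in M0 or M2 and are drawn there at the log2 of their lower bound.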

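Beside Ifi208 and Gm16867, the genes called higher in both states included H4c17, Gm47601, Slc15a2, Gm15446, Gdf3, Wwc2, Ide, Efhd2, Cd81, Pals1, Mmd, Snx6 and mt-Nd3, and those called lower included Rab4a, Camk2b, Fat3, Wdfy1, Dynlt1b and Cd59a. The histone gene H4c17 (chromosome 13, 21995916 to 21996317) rose from 7.17 ± 3.48 to 414 ± 73.7 normalized counts in M0 (SD, n = 3 each), a log2 fold change of 5.87 (adjusted p = 3.7e-07, edgeR's quasi-likelihood test with BH adjustment), and by 5.36 in M2 (adjusted p = 1.1e-11, same test). H4c18, which shares no 50-base stretch with H4c17, fell by 0.51 on the log2 scale in M0 (adjusted p = 0.16, same test) and by 0.91 in M2, where it was called. Slc15a2, a peptide transporter gene, rose by 2.14 in M0 and 2.21 in M2 on the log2 scale. Wdfy1 had log2 fold changes of -1.39 in M0 and -1.28 in M2. Among genes shown in Fig. 3E, Timp3, Strap, Clec4n, Adss2, Ndst1 and H4c18 were called in M2 and not in M0, where their adjusted p lay between 0.051 and 0.16 in the same test. All 6 were called in M0 by the DESeq2 Wald test. Their M2 calls depended on single libraries in part: with 1 library left out, H4c18 stayed called in 6 of 6 fits and Timp3 in 5. Clec4n stayed called in 3 of these fits, Strap and Adss2 in 2 each and Ndst1 in 1. Under the 5 alternatives that kept all 6 libraries, H4c18 was called in M2 in 5 and the others in 4 each. Of the genes called in both states, Efhd2, Cd81 and Snx6 lost their call in M0 without the library numbered 1 or 3 of either genotype, Pals1 without the library numbered 1 or 3 of WT M0 or 3 of miR-210 KO M0, Camk2b without the library numbered 1 or 3 of WT M0 and Cd59a without the library numbered 3. In M2, where its log2 fold change was 0.267, Cd81 lost its call without the library numbered 1 or 3 of WT M2 or 1 or 2 of miR-210 KO M2.
The mitochondrial gene mt-Nd3 (positions 9459 to 9806) had 0 to 2 counts in each WT library, 40, 40 and 50 in miR-210 KO M0 and 59, 55 and 46 in miR-210 KO M2, an increase of at least 13.9-fold in M0 and at least 18.0-fold in M2. Of its 50-base stretches, 99% also occur in the nuclear copy of this stretch of mitochondrial DNA on chromosome 1. Gm28438, the pseudogene that holds the copy of mt-Nd3 (24651856 to 24652200), went the other way, with 38, 51 and 51 counts in WT M0 and 80, 85 and 72 in WT M2 against 0 to 4 in each miR-210 KO library. In normalized counts, the sum of both genes in miR-210 KO was 0.855 times the WT sum in M0 and 0.695 times in M2.

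**Figure D3:**
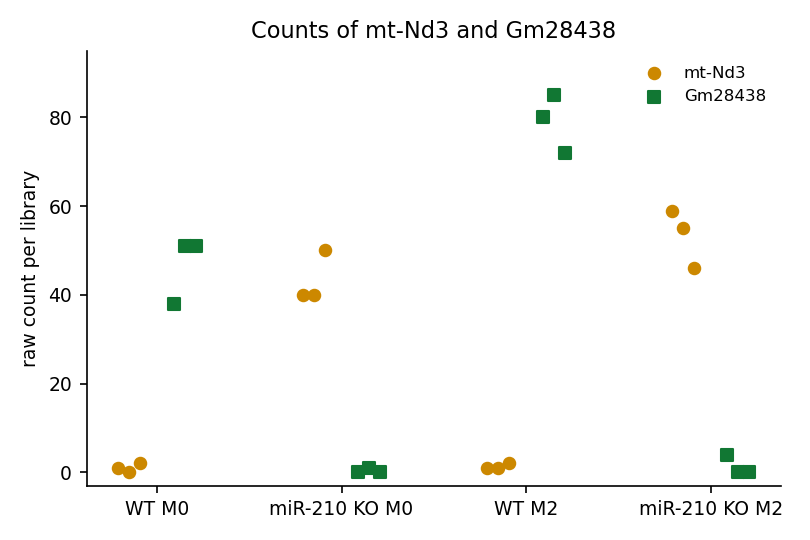
Raw counts of mt-Nd3 (circles) and of its chromosome 1 copy Gm28438 (squares) in each library, by group. WT libraries hold counts of Gm28438 and miR-210 KO libraries hold counts of mt-Nd3.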

A heatmap visualization of overlapped DEGs was generated using the following cutoffs: average normalized counts >10, |log_2_FC| > 0.263, and FDR <0.05 (**Figure 3E**). 

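Pira2, a paired immunoglobulin-like receptor gene (chromosome 7, 3839811 to 3848079), had 1.45 ± 0.83 normalized counts in WT M0 and 92.5 ± 11.2 in miR-210 KO M0 (SD, n = 3 each), at least 30.8-fold more. In M2 it rose from 7.38 ± 2.08 to 135 ± 16.3 (SD, n = 3 each), a log2 fold change of 4.19 (standard error 0.22, adjusted p = 1.8e-08, edgeR's quasi-likelihood test with BH adjustment). Pira2 belongs to a multigene family, and 8.6% of its 50-base stretches also occur in other genes, mostly in Pira12, so reads could be counted on either. Rab4a, which encodes a small GTPase of early endosomes (chromosome 8, 124532545 to 124568842), went from 151 ± 16.7 to 35.9 ± 7.4 normalized counts in M0 (SD, n = 3 each), a log2 fold change of -2.06 (standard error 0.19, adjusted p = 2.7e-04, same test). In M2 it went from 304 ± 20.7 to 135 ± 16.2 (SD, n = 3 each), a log2 fold change of -1.17 (standard error 0.10, adjusted p = 6.3e-06, same test). Both genes were called in both states in each of the 6 fits that left out 1 library.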

Two of the most deregulated genes, *Pira2* and *Rab4a*, selected based on their high expression levels in the RNA-seq dataset, compared with other DEGs, were independently validated by qRT-PCR (**Figures 3F, G**).

**Figure 3:**
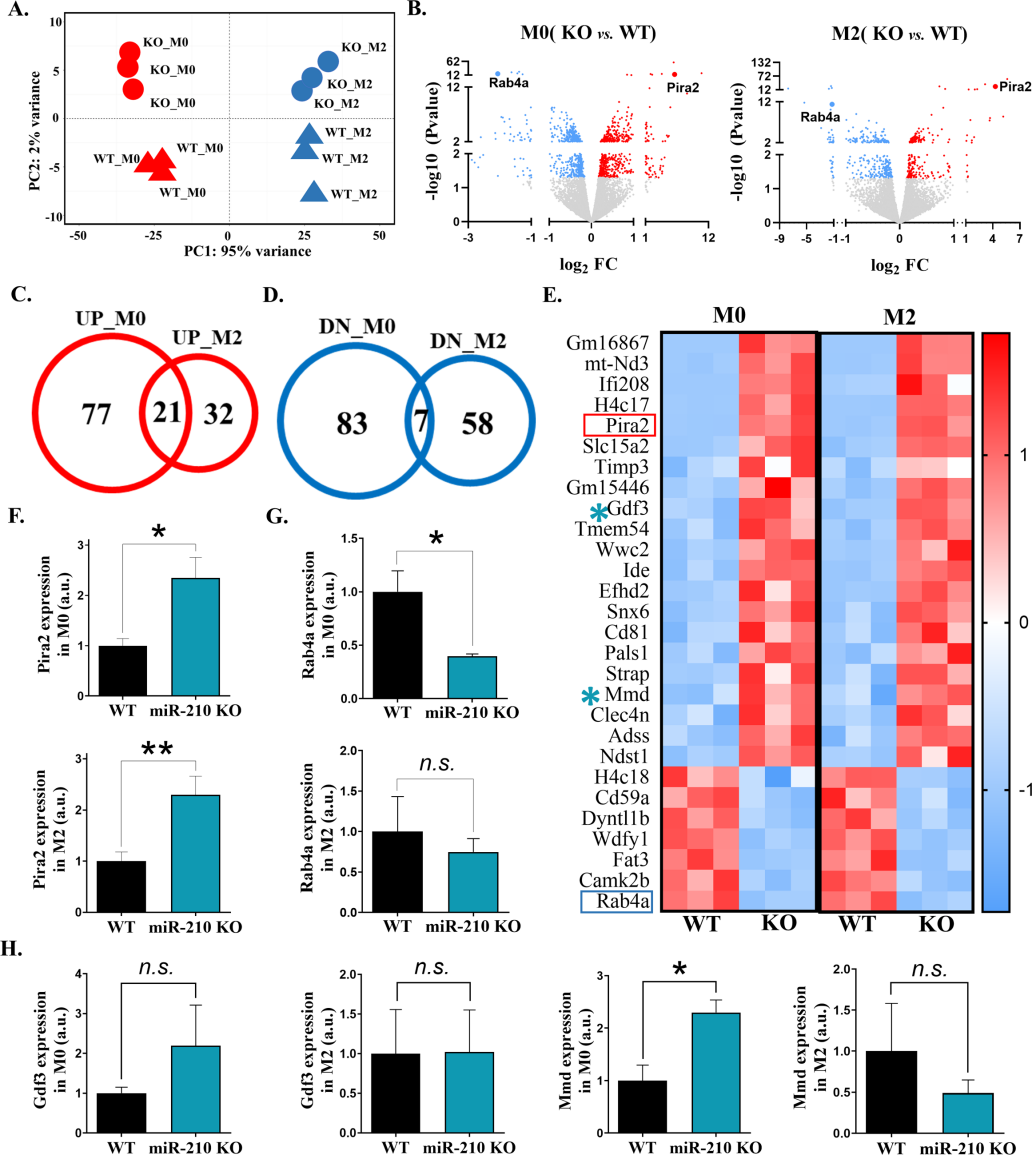
Transcriptomic analysis of miR-210 KO macrophages. **(A)** PCA representation, showing clustering of WT and miR-210 KO macrophages under M0 and M2 conditions based on RNA-seq data performed with R software. **(B)** Volcano plots showing significantly upregulated (red) and downregulated (blue) genes in M0 (left) and M2 (right) KO macrophages relative to WT controls. **(C, D)** Venn diagrams showing the overlap of upregulated **(C)** and downregulated **(D)** genes in M0 and M2 macrophages in KO versus WT cells. **(E)** Heatmap of the 28 common DEGs identified in the Venn diagrams. **(F, G)** RT-qPCR validation of *Pira2* **(F)** and *Rab4*a **(G)** expressions in M0 (upper) and M2 (lower) macrophages. Data are presented as mean ± SEM, of n=6 **(F)** or n=3 **(G)** experiments. Statistical significance was determined using Student t-test, *p < 0.05, **p < 0.01, *n.s*.= not significant; **(H)** qRT-PCR analysis of *Gdf3* and *Mmd* expressions in M0 and M2 macrophages. Data are presented as mean ± SEM from 6 experiments. Statistical significance was determined using Student’s t-test, *p < 0.05, *n.s*.= not significant.

To assess whether DEGs identified in M0 and M2 macrophages included direct miR-210 targets, we intersected genes that were upregulated upon miR-210 KO with predictions from three microRNA target resources (**Supplementary Figure S3A**): miRDB 6.0 (30), TargetScan 8.0 (31), and DIANA-microT 2023 (32). 

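Supplementary Table S1 lists 10 genes that the study called higher in miR-210 KO and that target databases predict for miR-210. In M0, 8 of the 10 were higher in miR-210 KO, 4 were called over all genes tested and 7 had an adjusted p under 0.05 adjusted over the list alone. In M2, 8 were higher, 4 were called and 6 passed adjusted over the list alone. With the DESeq2 Wald test 6 were called in each state. Because the genes were picked as higher in these same libraries, the numbers over the list alone are not independent evidence. Leaving out the library numbered 1 or 3 of WT M0 or 1 of miR-210 KO M0 left 0 of the 10 genes called in M0, and 2 were called in M2 without the library numbered 3 of WT M2 or 1 or 2 of miR-210 KO M2.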

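Gsr, the gene of glutathione reductase (chromosome 8, 34142551 to 34188192), rose in M0 from 868 ± 80.4 normalized counts in WT to 1339 ± 116 in miR-210 KO (SD, n = 3 each), a log2 fold change of 0.63 (standard error 0.10, adjusted p = 0.018, edgeR's quasi-likelihood test with BH adjustment). Txnrd1 (chromosome 10, 82669785 to 82733546), the gene of a thioredoxin reductase, rose from 1560 ± 100 to 2226 ± 211 (SD, n = 3 each), a log2 fold change of 0.51 (standard error 0.09, adjusted p = 0.038, same test). Both were called under each of the 5 alternatives that kept all 6 libraries, but not without the library numbered 1 or 3 of either genotype. Acss2 (chromosome 2, 155355679 to 155428016) had a log2 fold change of 0.59 (standard error 0.15, adjusted p = 0.15, same test) and Tgm2 (chromosome 2, 157958322 to 157988359) of 0.51 (standard error 0.10, adjusted p = 0.058, same test). Neither was called by edgeR, but both were by the DESeq2 Wald test, without the filter on low counts and in a fit of all 12 libraries. In all 4 genes each miR-210 KO M0 library lay above each WT M0 library.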

In M0 cells, predicted targets that were significantly upregulated included *Gsr* and *Txnrd1*, encoding reductases of glutathione and thioredoxin, Acetyl-CoA synthetase Acss2, and a transglutaminase Tgm2 involved in phagocytosis and differentiation (**Supplementary Figure S3B**, **Supplementary Table S1**). 

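In M2, Slc9a9 (chromosome 9, 94551669 to 95112500) rose from 803 ± 76.6 normalized counts in WT to 1050 ± 37.9 in miR-210 KO (SD, n = 3 each), a log2 fold change of 0.38 (standard error 0.07, adjusted p = 0.016, edgeR's quasi-likelihood test with BH adjustment), a call lost in a fit of all 12 libraries and without the library numbered 3 of WT M2 or 1 or 2 of miR-210 KO M2. Clcn5 (chromosome X, 7019726 to 7185661) was also higher in miR-210 KO, from 3435 ± 37.6 normalized counts in WT (SD, n = 3), and its log2 fold change of 0.262 (standard error 0.05, adjusted p = 0.025, same test) fell just short of the limit of 0.263. Zmat3 (chromosome 3, 32388941 to 32420163) had a log2 fold change of 0.32 (standard error 0.08, adjusted p = 0.064, same test). All 3 genes were called by the DESeq2 Wald test and without the filter on low counts, Clcn5 then at 0.264 and 0.263. Each miR-210 KO M2 library lay above each WT M2 library in the 3 genes.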

In M2 polarization state, upregulated genes included two encoding ion exchangers Clcn5 (H+/Cl-) and Slc9a9 (Na+/H+), and Zmat3, encoding for a p53-sensitive splicing regulator protein (**Supplementary Figure S3B**, **Supplementary Table S1**). 

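Gdf3, which encodes a TGF-beta family growth factor (chromosome 6, 122582317 to 122587197), rose from 33.2 ± 5.6 to 77.5 ± 11.4 normalized counts in M0 (SD, n = 3 each), a log2 fold change of 1.23 (standard error 0.21, adjusted p = 0.034, edgeR's quasi-likelihood test with BH adjustment). In M2 it rose from 43.2 ± 3.9 to 124 ± 9.8 (SD, n = 3 each), a log2 fold change of 1.52 (standard error 0.14, adjusted p = 1.7e-05, same test). The call in M2 held in each of the 6 fits that left out 1 library and that in M0 in 2 of 6. Mmd, the gene of a monocyte to macrophage differentiation protein (chromosome 11, 90140164 to 90243255), had a log2 fold change of 0.51 in M0 (standard error 0.09, adjusted p = 0.043, same test) and of 0.40 in M2 (standard error 0.07, adjusted p = 0.013, same test). Of the 50-base stretches of Mmd, 13.3% also occur in the gene Gm45883. Its call in M0 was lost without the library numbered 1 or 3 of either genotype, and its call in M2 without the library numbered 3 of WT M2 or 1 or 2 of miR-210 KO M2. Eps8l1 had a log2 fold change of 0.73 in M0 (adjusted p = 0.12, same test) and was called in M2 at 0.96.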

*Gdf3* and *Mmd*, the only predicted targets shown to be significantly upregulated in both M0 and M2 states (**Supplementary Figure S3B**), were subjected to RT-qPCR validation using an independent experimental batch. Although the expression trends aligned with those observed in the sequencing data (**Supplementary Figure S3B**), statistical significance was not reached for Gdf3. In contrast, *Mmd* was significantly upregulated in miR-210 KO macrophages, with this increase observed only in M0 macrophages (**Figure 3H**).

### 3.3 Molecular consequences of miR-210 deletion in macrophages

To investigate the molecular consequences of miR-210 deletion in macrophages, DEGs identified in both M0 and M2 macrophages were initially subjected to pathway overrepresentation analysis using the Enrichr tool. To this, we queried only the significant upregulated or downregulated DEGs against MSigDB Hallmark 2020 database. In miR-210 KO M0 macrophages the upregulated DEGs were primarily associated with reactive oxygen species signaling, hypoxia or pro-inflammatory pathways, while downregulated DEGs were linked to interferon alpha-gamma response and IL-6/JAK/STAT3 signaling (**Figure 4A**). 

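The Hallmark sets of the study were not used here. In their place, 17 mouse Reactome sets of related content were tested over all genes with camera, which ranks the genes of a set against all others with a preset correlation, with BH adjustment over the 17 sets. In M0, the set for interferon gamma signaling was lower in miR-210 KO (68 genes, median log2 fold change -0.19, adjusted p = 3.4e-09), as were the sets for the complement cascade (14 genes, adjusted p = 0.0015), interferon alpha/beta signaling (12 genes, adjusted p = 0.012) and interleukin-6 signaling (9 genes, median -0.04, adjusted p = 0.019). The set for detoxification of reactive oxygen species was higher (19 genes, median 0.22, adjusted p = 1.5e-07), and so were 6 others, among them respiratory electron transport (65 genes, adjusted p = 0.0019) and glycolysis (22 genes, adjusted p = 0.019). The response to hypoxia (adjusted p = 0.10) and the TLR4 cascade (adjusted p = 0.72) did not pass. Of the 11 sets that passed, 0 did so with fry, a rotation test that keeps the correlation between genes (lowest adjusted p 0.094), or with camera and an estimated correlation. From the pathways found with Enrichr and the cytokines it measured, the paper concludes that miR-210 acts as a brake on the basal inflammatory tone of M0 macrophages.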

Concordant with these signatures, pro-IL-1β protein and secreted IL-6, TNF-α and IL-1β levels were significantly higher in KO macrophages (**Figures 4B, C**). Together, these data indicate that miR-210 serves as a brake on basal inflammatory tone in resting M0 macrophages, restraining both cytokine gene programs and effector release.

**Figure 4:**
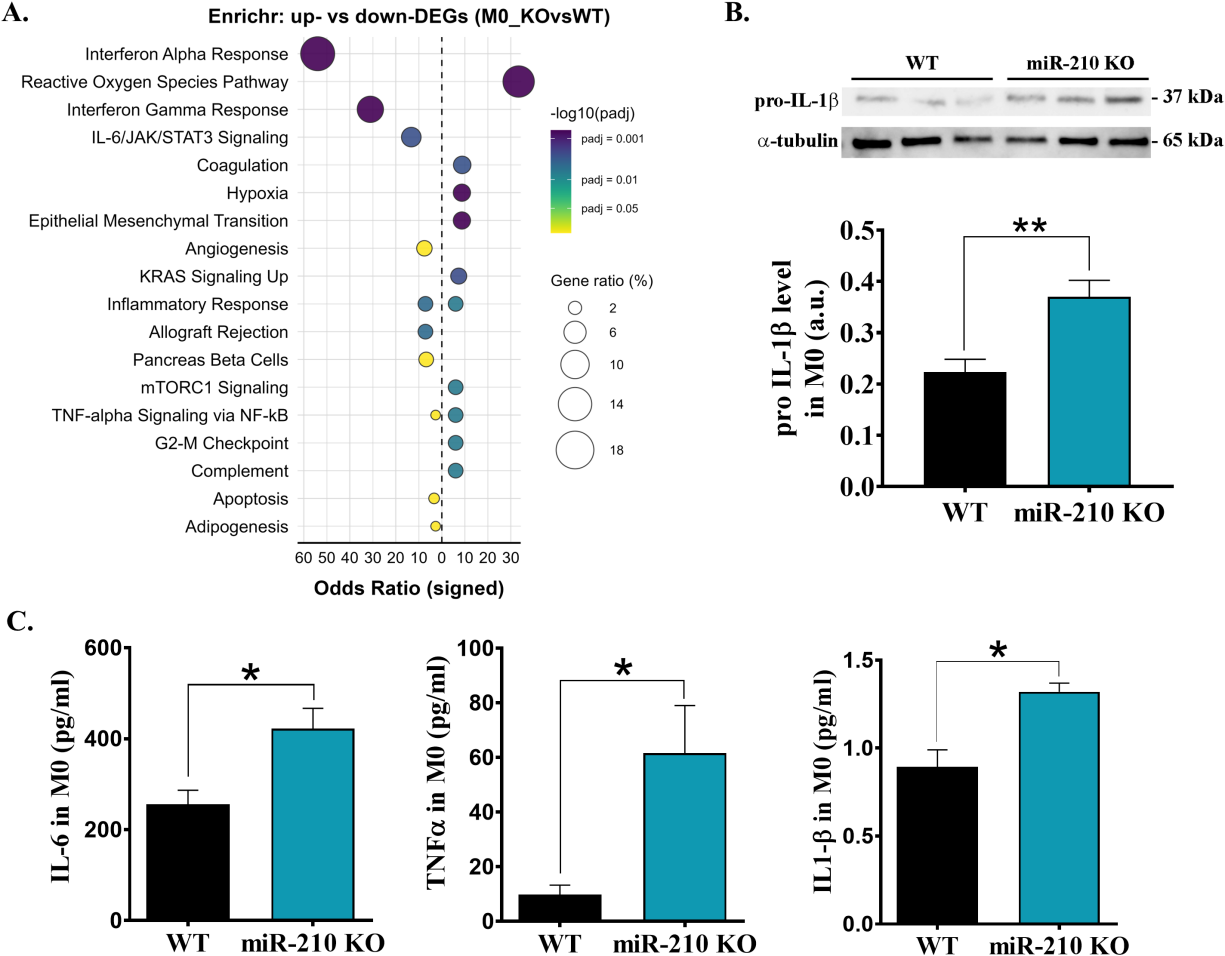
Effects of miR-210-KO in M0 macrophages. **(A)** Enrichr dot-plot representation for pathways enriched among differentially expressed genes in miR-210-KO versus WT M0 macrophages. The signed odds ratio (x-axis) indicates over-representation in up-regulated (positive) or down-regulated (negative) genes. **(B)** Western blot analysis of pro-IL1β levels in M0 macrophages, with α-tubulin used as a loading control. Densitometry analysis performed using TotalLab. Data are presented as the mean ± SEM, n = 3 mice per condition. Statistical significance was determined using Student’s t test, *p< 0.05. **(C)** ELISA quantification of IL-6, TNF-α and IL-1β in the supernatant of M0 macrophages. Data are presented as mean ± SEM, n = 3 for IL-6 and IL-1β and n=4 for TNF-α.

Conversely, pathway enrichment analysis of M2 macrophages revealed apoptosis as the main pathway associated with upregulated DEGs, while mTORC1 signaling, inflammatory response, IL-2/STAT5 signaling, p53 pathway, and complement pathway were associated with downregulated DEGs in miR-210 KO macrophages (**Figure 5A**). These findings were further supported by a significant increase in apoptosis (**Figure 5B**) and in the protein level of p53, TGFβ, MMP-9 proteins in M2 macrophages from miR-210 KO-derived cells, as compared to WT cells (**Figure 5C**). 

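In M2, 1 of the 17 Reactome sets passed between miR-210 KO and WT with camera and BH adjustment, interferon gamma signaling, which was lower in miR-210 KO (68 genes, median log2 fold change -0.07, adjusted p = 0.0016), and it did not pass with fry or an estimated correlation. The apoptosis set (131 genes) had a median log2 fold change of 0.01 and an adjusted p of 0.97. The sets for mTOR signaling, the complement cascade and interleukin-6 signaling had adjusted p values between 0.70 and 0.98 in the same camera test. These sets hold other genes than the Hallmark sets of the study and were tested over all genes instead of over the DEGs. From its pathways, its apoptosis assay and its protein measurements the paper concludes that miR-210 suppresses stress-response and fibrotic pathways in M2 macrophages. That assay, in which apoptosis was higher in miR-210 KO, followed exposure to TNF-alpha, which is not described for the sequenced cultures.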

Consistent with a stress-associated, fibrogenic shift, α-SMA protein was also overexpressed in KO macrophages (**Figure 6D**). Collectively, these observations indicate that miR-210 suppresses stress-response and fibrotic pathways in M2 macrophages, thereby preserving their reparative identity.

**Figure 5:**
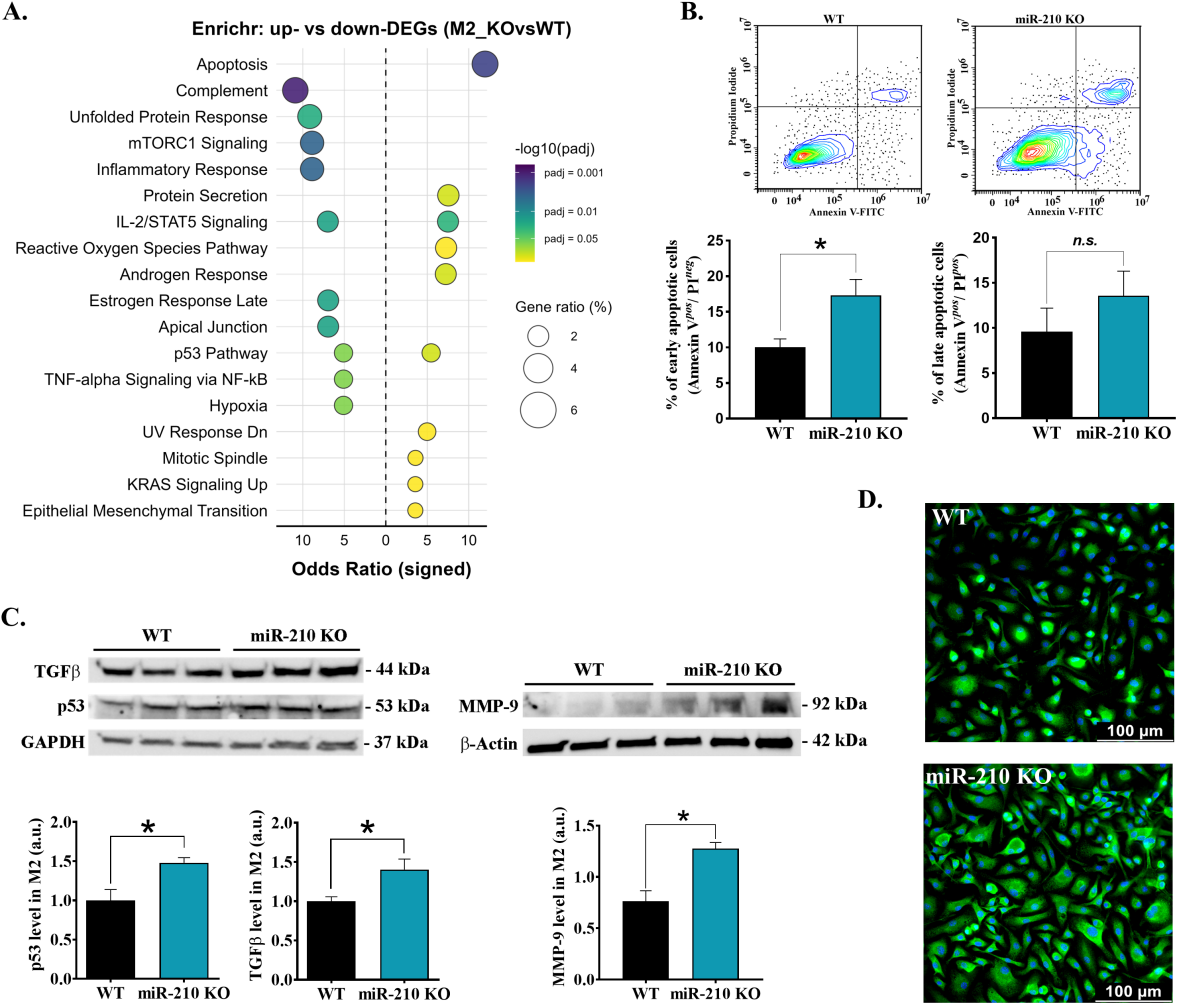
Effects of miR-210-KO in M2 macrophages. **(A)** Enrichr dot-plot representation for pathways enriched among differentially expressed genes in miR-210 KO versus WT M2 macrophages. **(B)** Apoptosis in M2 macrophages after 24 h exposure to TNF-α (40 ng/mL). (Top) Representative Annexin V/Propidium dot-plots and quantification early (Annexin V^+^/PI^-^) and late (Annexin V^+^/PI^+^) apoptotic cells (bottom). Data are presented as mean ± SEM (n = 3 mice per group). Statistical significance: Student’s t-test, *p < 0.05; *n.s.*, not significant. **(C)** Western blot analysis of TGF-β, p53, and MMP-9 levels in M2 macrophages. GAPDH and -actin were used as loading controls. Densitometry analysis performed using TotalLab. Data are presented as the mean ± SEM, n =6 (for TGF-β) and n = 3 (for p53 and MMP-9) mice per condition. Statistical significance was determined using Student’s t test, *p< 0.05. **(D)** αSMA immunofluorescence staining (green) in IL-4-polarized M2 macrophages showing a higher signal in miR-210 KO cells as compared to WT cells. Nuclei counter-stained with Hoechst (blue). Scale bar, 100 µm. Images are representative of n=3 mice per genotype.

**Figure 6:**
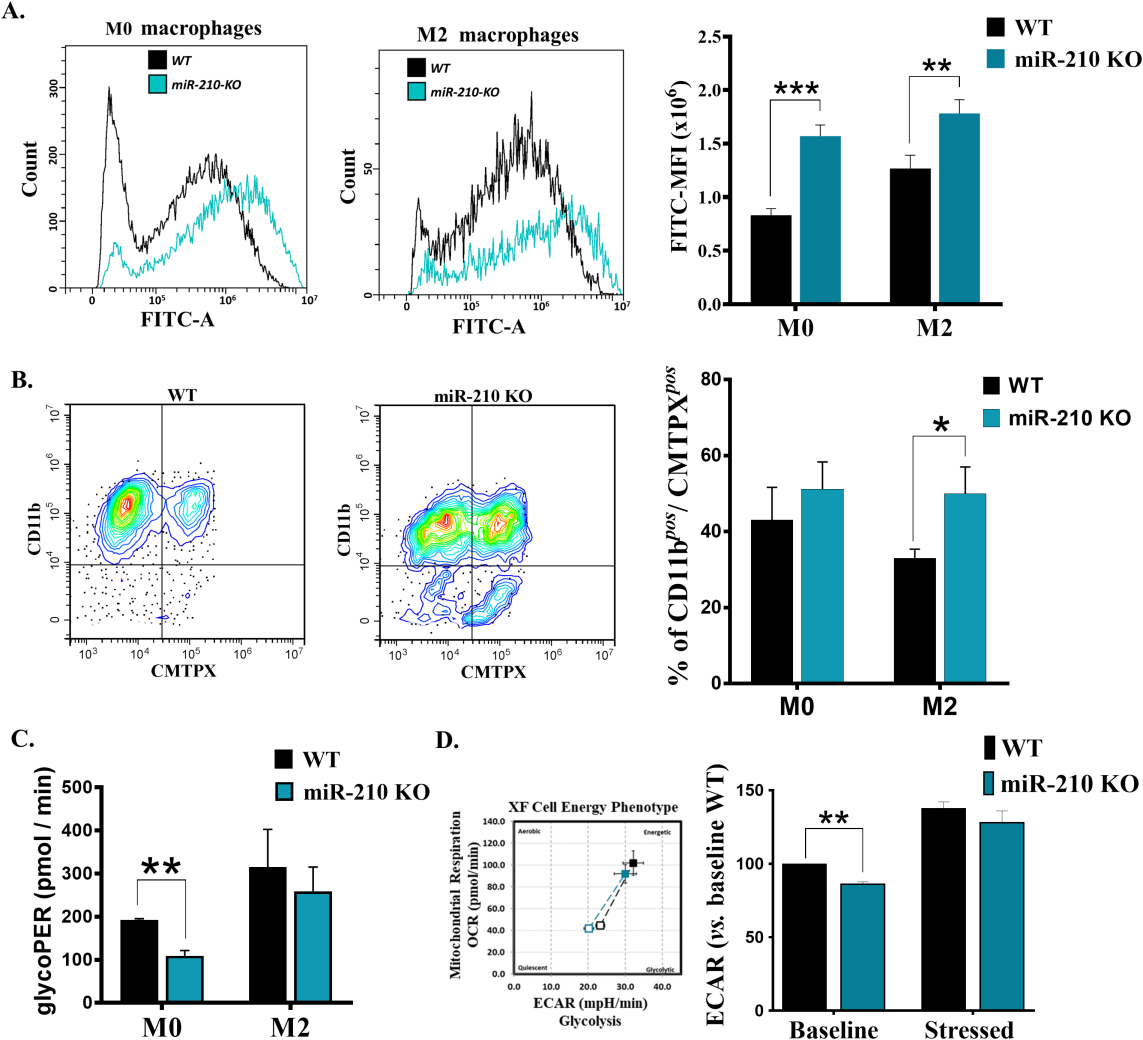
Functional and metabolic characterization of miR-210 KO macrophages. **(A)** Flow cytometry analysis of phagocytic capacity of M0 (left) and M2 (middle). (Right) Histogram showing the quantification of phagocytic capacity in M0 and M2 cells. MFI, Mean fluorescence intensity. Data are presented as mean ± SEM, n = 6 per condition. Statistical significance: two-way ANOVA, **p < 0.01, ***p < 0.005. **(B)** Flow-cytometry analysis illustrating the efferocytosis capacity of WT and miR-210 KO macrophages. (Left and middle panels) Representative contour plots showing CD11b vs. CMTPX fluorescence in WT and miR-210 KO M2 cells. (Right panel) Quantification of macrophages (CD11b^+^) that engulfed CMTPX+ apoptotic bodies (CD11b⁺ CMTPX^+^) expressed as percentage of total macrophages under M0 and M2 polarization conditions. Data are presented as mean ± SEM from three independent experiments. Statistical significance was determined using unpaired two-tailed Student’s t-test, *p < 0.05. **(C)** Seahorse Glycolytic Proton Efflux Rate (glycoPER) showing decreased glycolysis in miR-210 KO cells only in M0 phenotype. Data are presented as mean ± SEM, n = 3 per condition. Statistical significance was determined using unpaired Student-t test, **p < 0.01. **(D)** (Left) Representative image of a Seahorse XF Cell Energy Phenotype Analysis showing metabolic shifts in basal and stress conditions in WT and KO macrophages. (Right) Histogram representation of ECAR values. Data are presented as mean ± SEM, n = 3 per condition. Statistical significance was determined using Welch's t test, **p < 0.01.

To validate the over-representation enrichment results, we subsequently applied rank-based GSEA to the full transcriptome providing a complementary, threshold-independent assessment of pathway perturbation (**Supplementary Figure S4**, **Supplementary Tables S2**, **S3**). 

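Supplementary Table S3 lists the DEGs that contributed to the GSEA results, 30 for M0 and 18 for M2. In M0 all 30 changed in the direction the table gives, 8 were called over all genes tested, and 30 had an adjusted p under 0.05 adjusted over the list alone. In M2 all 18 changed in the direction given, 12 were called, and 18 passed adjusted over the list alone. With the DESeq2 Wald test, 30 and 16 were called. The study picked these genes on the same libraries, so the numbers over the list alone are not independent evidence. Without the library numbered 1 of WT M0 0 of the 30 genes were called in M0 and without the library numbered 2 of WT M0 22 were, while in M2 2 of the 18 were called without the library numbered 2 of miR-210 KO M2. In the other state the directions were less uniform. Of the genes listed for M0, 18 of 29 tested had the same direction in M2, 1 was called and 7 had an adjusted p under 0.05 adjusted over the list alone, and of those listed for M2, 5 of 17 tested had the same direction in M0 and 0 were called, with 2 at an adjusted p under 0.05 adjusted over the list alone.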

In miR-210 KO M0 macrophages, GSEA analysis revealed broad up-regulation of cell-cycle checkpoint genes (e.g., *Stmn1*, *Mt2*, *H2ax*), metabolic programs (MYC targets, mTORC1, hypoxia, glycolysis, OXPHOS) and reactive-oxygen species pathways (*Gsr*, *Txnrd1*, *Srxn1*, *Gclm*, *Prdx6*, *Cat*) (**Supplementary Figures S4A, B**). By contrast, the type-I and type-II interferon responses were the only two pathways significantly down-regulated, driven by reduced expression of canonical ISGs (*Gbp2*, *Gbp4*, *Gbp9*, *Ifit1bl1*, *Ifi44*, *Isg15*) (**Supplementary Figures S4A, B**). 

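Mt2, a metallothionein gene, was called in M0, rising from 545 ± 37.7 to 871 ± 152 normalized counts in miR-210 KO (SD, n = 3 each), a log2 fold change of 0.67 (standard error 0.12, adjusted p = 0.043, edgeR's quasi-likelihood test with BH adjustment), though not without the library numbered 1 or 3 of either genotype. Stmn1 (log2 fold change 0.76) and H2ax (0.59) were not called, with adjusted p values of 0.11 and 0.10 in the same test. Of the genes of the reactive oxygen species pathway, Srxn1 (0.52), Gclm (0.49), Prdx6 (0.48) and Cat (0.37) had log2 fold changes near those of Gsr and Txnrd1 and were not called, with adjusted p values of 0.15, 0.094, 0.22 and 0.11 in the same test. Each of these genes was called by the DESeq2 Wald test and without the filter on low counts. In all of them each miR-210 KO M0 library lay above each WT M0 library. Among the Reactome sets, Cell Cycle, Mitotic was higher in miR-210 KO M0 (391 genes, median log2 fold change 0.07, adjusted p = 6.7e-05 in camera with BH adjustment).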

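Isg15 fell in M0 from 362 ± 52.8 normalized counts in WT to 194 ± 29.3 in miR-210 KO (SD, n = 3 each), a log2 fold change of -0.89 (standard error 0.14, adjusted p = 0.018, edgeR's quasi-likelihood test with BH adjustment). Gbp9 (-0.93, standard error 0.16, adjusted p = 0.029, same test) and Ifi44 (-0.88, standard error 0.16, adjusted p = 0.036, same test) were called too, while Gbp4 (-2.11, adjusted p = 0.052, same test), Ifit1bl1 (-1.93, adjusted p = 0.085, same test) and Gbp2 (-0.86, adjusted p = 0.12, same test) were not. By the DESeq2 Wald test and without the filter on low counts all 6 were called. The calls of Isg15, Gbp9 and Ifi44 were each lost without the library numbered 1 or 3 of WT M0 or 1 of miR-210 KO M0, that of Gbp9 also without the library numbered 3 of miR-210 KO M0, and that of Ifi44 held only without the library numbered 2 of WT M0. In the 6 genes each miR-210 KO M0 library lay below each WT M0 library.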

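In M2, 5 of the 8 genes that the text takes from the GSEA were called lower in miR-210 KO. Psat1, which encodes an enzyme of serine synthesis, fell from 1012 ± 192 to 669 ± 56.8 normalized counts (SD, n = 3 each), a log2 fold change of -0.60 (standard error 0.11, adjusted p = 0.011, edgeR's quasi-likelihood test with BH adjustment), a call lost without the library numbered 1 or 2 of miR-210 KO M2. Trib3 (-0.67, standard error 0.13, adjusted p = 0.020, same test) and Chac1 (-0.95, standard error 0.20, adjusted p = 0.029, same test) were lost without either of these libraries or the library numbered 3 of WT M2. Zfp36 (-0.31, adjusted p = 0.020, same test) stayed called only without the library numbered 3 of miR-210 KO M2, and Rnf31 (-0.41, adjusted p = 0.025, same test) was lost without any WT M2 library or the library numbered 2 of miR-210 KO M2. In a fit of all 12 libraries Trib3, Chac1, Zfp36 and Rnf31 were not called. Asns (-0.57, adjusted p = 0.062, same test) and F3 (-0.85, adjusted p = 0.11, same test) were not called, but were by the DESeq2 Wald test and without the filter on low counts. Pim1 had a log2 fold change of -0.24, under the limit of 0.263 in size, and was not called under any of the 5 alternatives that kept all 6 libraries or with any library left out. The unfolded protein response set of Reactome had an adjusted p of 0.98 in camera (14 genes, BH adjustment).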

In miR-210 KO M2 macrophages, GSEA showed coordinated suppression of pro-inflammatory and stress-response programs (**Supplementary Figures S4C, D**), including mTORC1 (*Trib3*, *Asns*), NF-κB/TNF-α signaling (*Zfp36*, *F3*), IFN-γ response (*Rnf31*, *Pim1*), and unfolded-protein response genes (*Psat1*, *Chac1*).

Collectively, these findings highlight a context-dependent role for miR-210: its loss promotes cell-cycle and metabolic re-wiring that favors a pro-inflammatory state in resting macrophages, whereas in M2 macrophages it dampens inflammatory signaling yet drives a pro-fibrotic, apoptosis-prone phenotype.

### 3.4 The impact of miR-210-deletion on the metabolic profile and phagocytic activity in macrophages

To translate the transcriptomic shifts into functional terms, we compared phagocytosis, efferocytosis, and glycolytic activity in WT and miR-210 KO macrophages. Comparative analysis of phagocytic activity, evaluated by the capacity of cells to engulf FITC-labeled Staphylococcus aureus, demonstrated an increase in FITC intensity in miR-210 KO macrophages compared to WT under both M0 and M2 conditions (**Figure 6A**). Conversely, miR-210 KO macrophages also displayed superior clearance of apoptotic Jurkat cells. The proportion of CD11b^+^ CMTPX^+^ double-positive cells rose significantly in miR-210 KO M2 cultures and showed a similar, non-significant trend in M0 cells (**Figure 6B**). Comparative determination of the glycolytic proton efflux rate (glycoPER) using Seahorse XF Glycolytic Rate Assay Kit showed a reduced level of basal glycolysis in miR-210 KO M0, but not in M2, macrophages compared to WT (**Figure 6C**). This reduction in basal glycolysis in miR-210 KO M0 macrophages was confirmed by a reduced ECAR in the basal state. Noteworthy, Seahorse XFp Cell Energy Phenotype Test showed the capacity of miR-210 KO cells to restore ECAR in the presence of stress factors (**Figure 6D**), thus suggesting the potential of KO cells to adapt the metabolic potential under stress conditions.

### 3.5 Role of miR-210 in M2 polarization

To evaluate the impact of miR-210 deletion on macrophage polarization towards the M2-like phenotype, we focused on the protein-coding genes with significant changes during the M0 to M2 transition (average normalized counts >10, |log_2_FC| > 0.263, FDR<0.05). 

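Between M0 and M2, 5055 protein-coding genes with an average normalized count over 10 were called in WT, 2625 higher and 2430 lower in M2, out of 14266 genes tested. In miR-210 KO, 4065 were called, 2054 higher and 2011 lower, out of 14331. Raising the limit on |log2 fold change| to 1 moved these numbers most, to 1446 in WT and 1292 in miR-210 KO. With the DESeq2 Wald test, 4394 and 3597 were called, of which 4390 and 3575 were among those of edgeR's quasi-likelihood test.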

The analysis identified unique and overlapping sets of genes as illustrated in Venn diagram (**Figure 7A**). 

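Of these genes, 3461 were called in both genotypes, where chance would give 1454 of the 14012 genes tested in both, and 3455 of them changed in the same direction. The number given for chance is too low, because the 14012 include genes that could not be called. Only 11134 genes in WT and 11116 in miR-210 KO were protein-coding with an average normalized count over 10. In WT alone 1594 were called and in miR-210 KO alone 604. A call in 1 genotype alone seldom meant another direction in the other: 93.4% of the genes called in WT alone and tested in miR-210 KO had the same sign there, and 89.1% of those called in miR-210 KO alone had the same sign in WT. The difference between the genotypes itself was tested as the interaction of genotype and polarization over all 12 libraries, and 0 of 14825 genes passed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with BH adjustment, smallest adjusted p 0.075), while 1327 had an unadjusted p under 0.05. Among the genes called in WT alone, 334 had an unadjusted interaction p under 0.05, and 148 of those called in miR-210 KO alone. For the interaction 83 genes passed with the DESeq2 Wald test, 341 without the filter on low counts, 77 without the library numbered 2 of miR-210 KO M0 and 65 without the library numbered 2 of WT M0. Across the 14012 genes, which are not independent replicates, the log2 fold changes of the genotypes had a Pearson r of 0.948. Over genes called in either genotype, the median |log2 fold change| was 0.558 in WT and 0.488 in miR-210 KO.

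**Figure D4:**
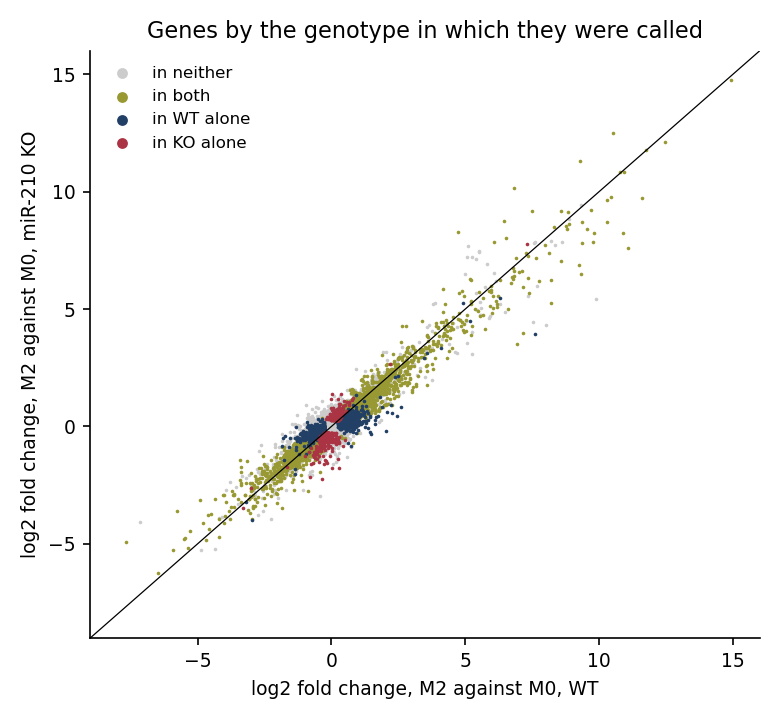
Log2 fold changes of M2 against M0 in WT (horizontal) and miR-210 KO (vertical), 1 point per gene tested in both, coloured by the genotype in which it was called. The line marks equal changes, and genes called in 1 genotype alone lie along it with the rest.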

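The lists of genes behind the DAVID terms were not used here, and the 17 Reactome sets were tested on both polarization comparisons with camera and BH adjustment. In WT, 2 sets passed: extracellular matrix organization was higher in M2 (101 genes, median log2 fold change 0.28, adjusted p = 2.5e-08) and interferon gamma signaling lower (69 genes, median -0.50, adjusted p = 4.3e-04). The same 2 sets passed in miR-210 KO, with medians of 0.11 (adjusted p = 5.3e-05) and -0.42 (adjusted p = 0.0055). With fry, 11 sets passed in WT and 5 in miR-210 KO, and 0 with camera and an estimated correlation. On the interaction of genotype and polarization 9 sets passed with camera, the detoxification of reactive oxygen species with the largest median (-0.32, adjusted p = 1.1e-07), and 0 with fry.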

Gene ontology analysis demonstrated that the biological processes significantly impacted during miR-210 KO and WT macrophage polarization (FDR <0.05) were only partially overlapped, with those found in KO cells representing only a subset of those found in WT cells (**Figures 7B, C**). The M0-M2 transition is accompanied by activation of cell-cycle machinery, coupling phenotypic polarization with the proliferative expansion needed for effective tissue repair. Notably, our analysis showed that several biological processes, including cell division, cell cycle regulation, DNA repair, and DNA damage, were enriched only in WT cells during macrophage polarization while they did not reach statistical significance during the polarization process of miR-210 KO cells (**Figures 7B, C**, highlighted in orange). Indeed, RNA-seq data analysis revealed four transcripts of genes involved in cell cycle and division (*Cdca2, Cdc25c, Cdc20*, and *Cdc25b*) that showed significantly increased expression in WT cells during the transition from the M0 to M2 states but remained unaltered in miR-210 KO cells under the same experimental conditions (**Figure 8A**). 

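Cell-cycle genes were taken from the S and G2/M lists of the Seurat package, 97 genes that were chosen independently of these libraries. In WT, 41 of the 97 were called higher and 3 lower in M2, and 42.3% called higher compares with 23.6% of the 11134 genes that could have been called (two-sided Fisher's exact test, p = 5.3e-05). In miR-210 KO, 24 were called higher and 10 lower, 24.7% against 18.5% of 11116 genes (two-sided Fisher's exact test, p = 0.12). The rise in WT came from the G2/M genes, of which 38 of 54 were called higher, against 3 of the 43 S genes. In miR-210 KO the G2/M genes also rose, 22 of 54 called (two-sided Fisher's exact test, p = 1.3e-04), with a median log2 fold change of 0.41 against 0.68 in WT, while 10 of the S genes were called lower. As a set, the 97 genes had a median log2 fold change of 0.32 in WT (adjusted p = 0.042 in camera with BH adjustment, 0.061 in fry) and 0.06 in miR-210 KO (adjusted p = 0.50 in camera with BH adjustment).
On the interaction of genotype and polarization the set had a median of -0.25 on the log2 scale (adjusted p = 3.7e-08 in camera with BH adjustment, 0.18 in fry and 0.21 in camera with an estimated correlation). Reactome sets for DNA repair and Cell Cycle, Mitotic did not pass in WT (both with an adjusted p of 0.86 in camera with BH adjustment) or in miR-210 KO (0.55 and 0.67). Mean scores of the 97 genes were -0.44, -0.01 and -0.51 in the WT M0 libraries and 0.11, 0.15 and -0.15 in the miR-210 KO M0 libraries, and lay between 0.03 and 0.25 in all M2 libraries, so the genotypes differed more before polarization than after it.

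**Figure D5:**
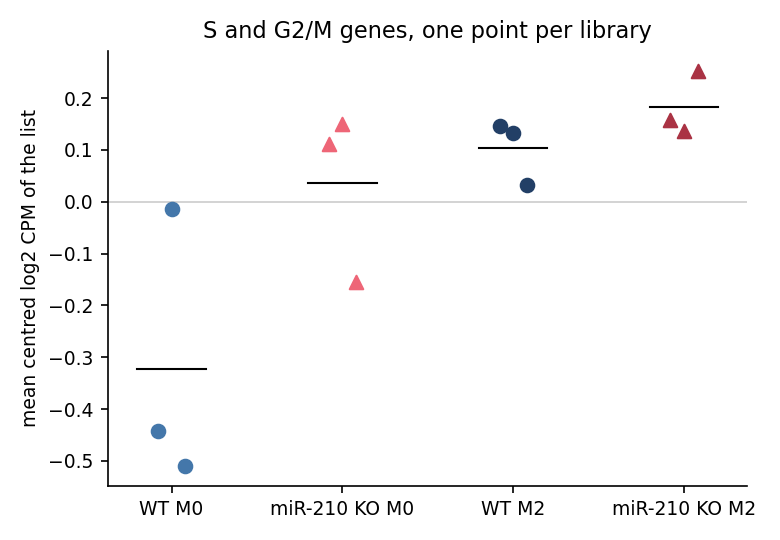
Mean centred log2 CPM (counts scaled to library size) of the 97 S and G2/M genes, 1 point per library, with a line at the mean of each group. The WT M0 libraries numbered 1 and 3 lie lowest.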

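In WT, Cdc20 (chromosome 4, 118290098 to 118294610) rose from 20.6 ± 7.0 normalized counts in M0 to 60.5 ± 9.9 in M2 (SD, n = 3 each), a log2 fold change of 1.57 (standard error 0.24, adjusted p = 1.3e-04, edgeR's quasi-likelihood test with BH adjustment). Cdc25c (chromosome 18, 34866031 to 34885472) rose from 8.19 ± 3.36 to 25.4 ± 9.18 (SD, n = 3 each), a log2 fold change of 1.63 (adjusted p = 0.0025, same test). Cdca2 (chromosome 14, 67912860 to 67953433) rose by 0.66 on the log2 scale (adjusted p = 0.0080, same test), from 62.2 ± 16.5 normalized counts (SD, n = 3), and Cdc25b (chromosome 2, 131027866 to 131044913) by 0.40 (adjusted p = 0.0048, same test), from 248 ± 31.6 (SD, n = 3). All 4 were called in WT in each of the 6 fits that left out 1 library. In miR-210 KO, Cdc20 rose from 35.1 ± 6.9 to 56.5 ± 8.8 (SD, n = 3 each), a log2 fold change of 0.69 (adjusted p = 0.031, same test), and Cdc25c from 12.7 ± 3.76 to 23.3 ± 0.85 (SD, n = 3 each), a log2 fold change of 0.86 (adjusted p = 0.039, same test). Both calls were lost with the DESeq2 Wald test, Cdc25c stayed called in 1 of the 6 fits that left out 1 library, and Cdc20 was lost without the library numbered 2 of miR-210 KO M0 or 1 or 3 of miR-210 KO M2. Cdca2 (0.25, adjusted p = 0.30, same test) and Cdc25b (0.17, adjusted p = 0.22, same test) were not called in miR-210 KO. The difference between the genotypes was -0.88 for Cdc20, -0.76 for Cdc25c, -0.40 for Cdca2 and -0.22 for Cdc25b on the log2 scale, with interaction adjusted p values between 0.42 and 0.68 in edgeR's quasi-likelihood test with BH adjustment. From the rise of the 4 genes in WT and its measurements of proliferation the paper proposes a role for miR-210 in the progression of the cell cycle during polarization.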

Further support for this hypothesis was obtained through functional validation of cell proliferation by DAPI staining and flow cytometry, which revealed a lower proportion of cycling cells in miR-210 KO-derived M2 macrophages compared to WT (**Figure 8B**). Moreover, XTT assay data indicated a reduced proliferative rate in miR-210 KO macrophages compared to WT cells (**Figure 8C**). Overall, these findings indicate a potential role for miR-210 in cell cycle progression during macrophage polarization.

**Figure 7:**
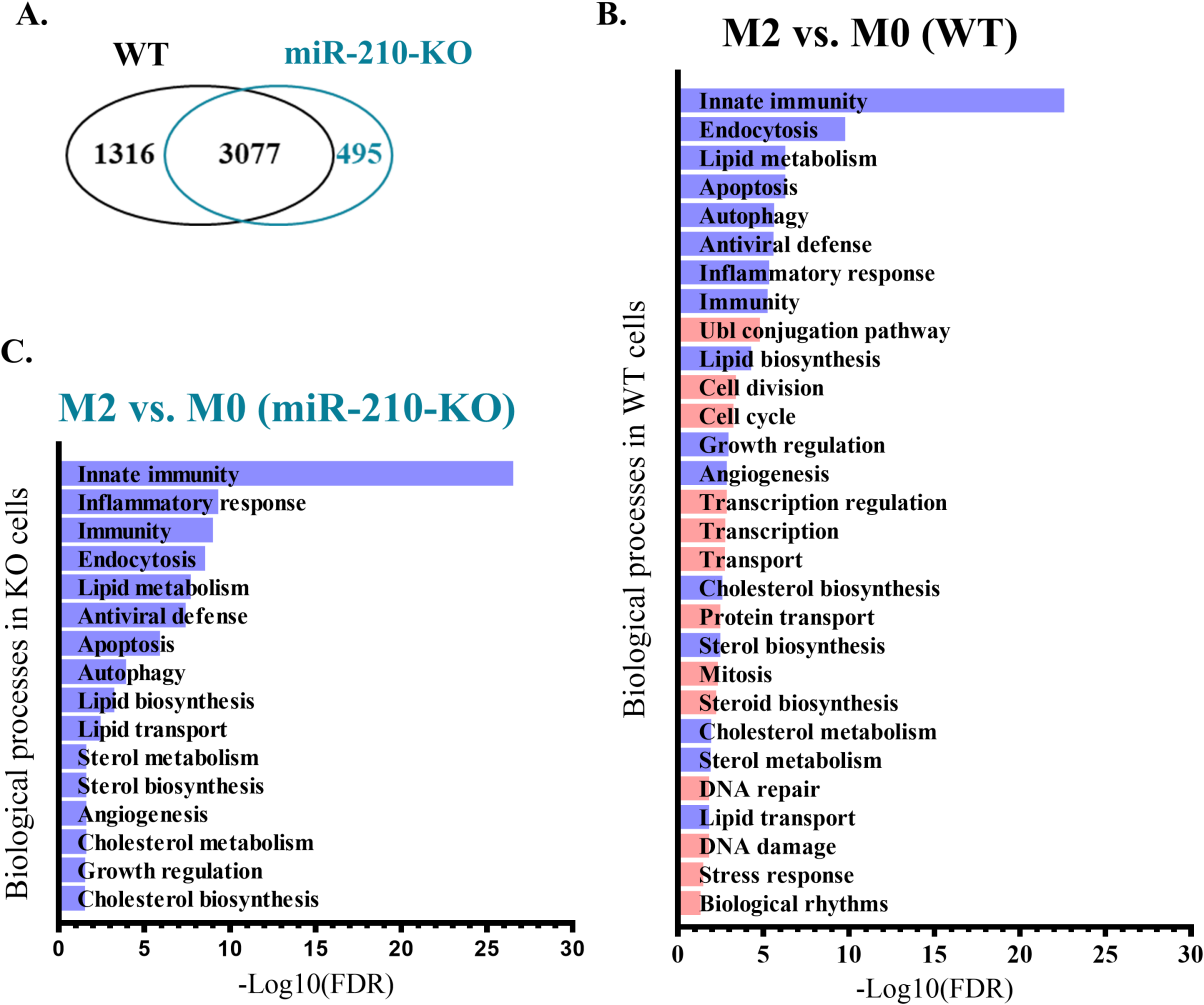
Biological processes modified during M2 polarization in WT and miR-210-KO M0 macrophages. **(A)** Venn diagram representing the overlapping DEGs during the polarization process. **(B, C)** Pathway enrichment analysis (performed using DAVID) of biological processes differentially regulated during M2 polarization in WT **(B)** and miR-210-KO **(C)** cells. Purple color indicates the common pathways impacted in both genotypes, and orange color indicates the unique pathways impacted only in the polarization process from WT mice.

**Figure 8:**
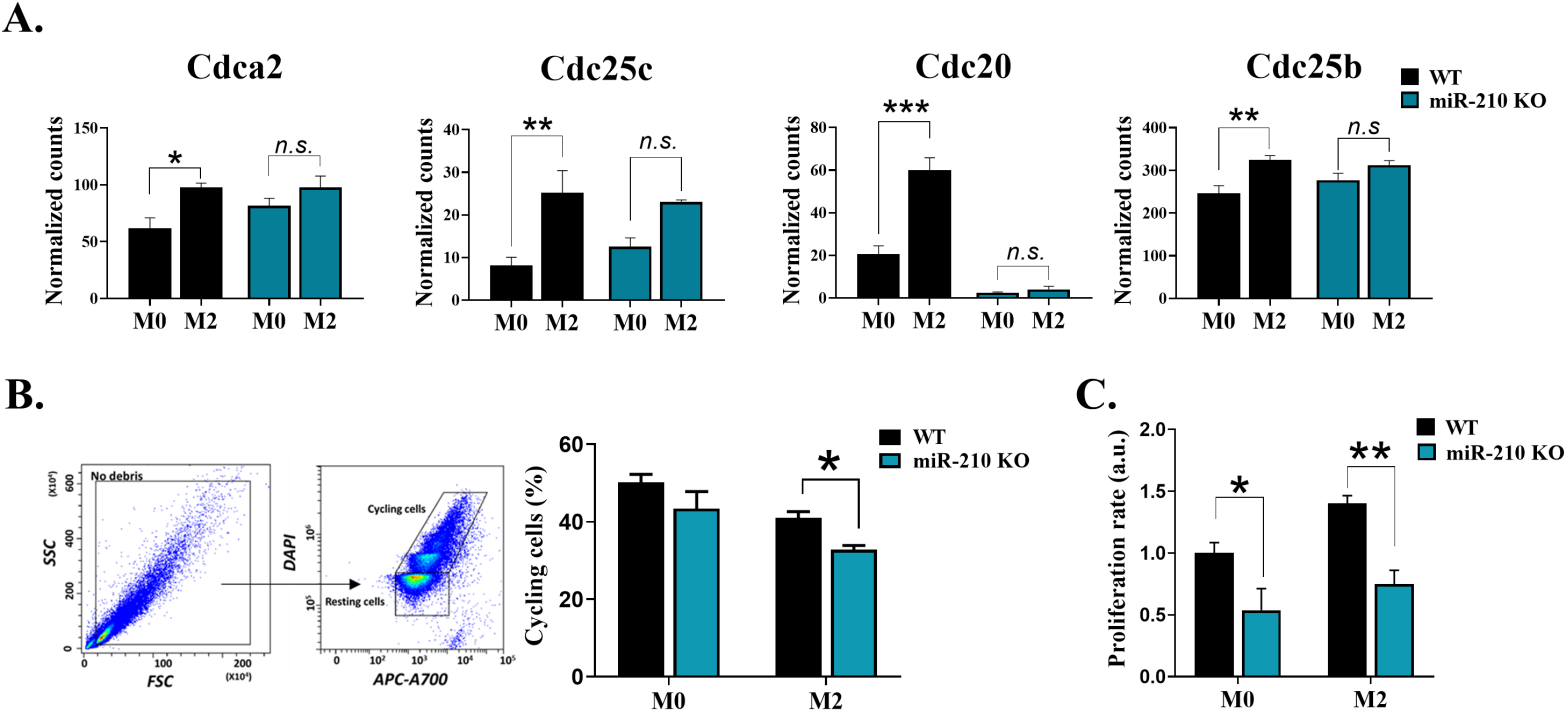
Impact of miR-210 deletion on macrophage cell cycle and proliferation. **(A)** Normalized counts of *Cdca2*, *Cdc20*, *Cdc25*, and *Cdc25b* obtained from RNA seq data in M0 and M2 macrophages. **(B)** Cell cycle analysis of M0 and M2-like macrophages from WT and miR-210 KO mice, using DAPI staining and flow cytometry. Representative dot plots showing the gating strategy for analysis. The bar graph illustrating the percentage of cycling cells, in M0 and M2 cells. Data are presented as mean ± SEM, from three independent experiments. Statistical significance was determined using Unpaired Student-t test, *p < 0.05, **p < 0.01, ***p < 0.005, *n.s.*, not significant. **(C)** Cell proliferation (XTT assay) of miR-210 KO and WT macrophages in M0 and M2 conditions. Data are presented as mean ± SEM from three independent experiments. Statistical significance was determined using two-way ANOVA, *p < 0.05, **p < 0.01.

Collectively, these data suggest that miR-210 plays an important role in complete macrophage polarization towards the pro-reparatory phenotype, with potential implications for chronic inflammation, immune dysfunction, and tissue repair.

## 4 Discussion

The hypoxia-responsive miR-210 play a pivotal role in orchestrating cellular responses to oxygen deprivation (33). Under hypoxic conditions commonly present in sites of inflammation or injury, miR-210 is strongly upregulated and modulates macrophage activation through metabolic rewiring mediated by HIF-1α and NF-κB signaling (5, 34), and its function varies significantly depending on the polarization cues provided by the microenvironment. This metabolic shift is critically involved in determining macrophage functional phenotypes. (35, 36).

Recognizing the limited understanding of miR-210’s influence in M2-like activation, this study was designed to define the role of miR-210 in guiding macrophages toward an M2 phenotype, with a particular focus on cell energy phenotype, efferocytotic activity, and alternative polarization capacity. The novel findings of this study are: (i) miR-210 deletion skews resting macrophages toward a pro-inflammatory phenotype, characterized by altered expression of cytokines and surface markers; (ii) Polarization toward the M2-like phenotype is impaired in miR-210 KO macrophages, as evidenced by suboptimal transcriptional re-wiring; (iii) Cell cycle progression is disrupted in the absence of miR-210, with impaired upregulation of genes involved in cell cycle and reduced proliferation of M2 macrophages.

In this study, we employed monocytes isolated from mouse bone marrow using a negative selection kit that specifically removed unwanted cell populations without introducing external stimuli. The monocytes were subsequently differentiated *in vitro* into M0 resting macrophages, using L929-conditioned medium that provided the cells with M-CSF, a cytokine promoting monocyte differentiation into macrophages (21, 37). After 7 days in culture, macrophage identity was confirmed by the co-expression of CD11b and F4/80 (38, 39) and the presence of CD68, a cytoplasmic marker of macrophages (40). Functional assessment was determined through phagocytosis assays. The resting M0 macrophages were subsequently polarized toward an M2-like state in the presence of IL-4, and the confirmation of successful polarization by the upregulation of M2-specific markers, including *Arg1*, *CD206*, and *Retnl-α* (41).

Transcriptomics profiling in miR-210 KO-derived macrophages revealed several upregulated predicted miR-210 targets, consistent with a context-dependent loss of post-transcriptional regulation by miR-210. Specifically, in M0 macrophages, the increase of *Gsr* and *Txnrd1* suggests enhanced antioxidant cellular capacity via the glutathione and thioredoxin systems. Both *GSH* and *Trx1* has been linked to induction of pro-inflammatory macrophage phenotypes and increased phagocytic activity (42, 43). Upregulation of *Tgm2*, known to be induced in both pro- and anti-inflammatory differentiation and to be involved in phagocytosis (44), and of *Acss2*, a metabolic regulator recently implicated in histone acetylation (45), crotonylation (46) or lactylation (47), supports broad transcriptional and metabolic reprogramming in KO M0 macrophages. In M2 cells, upregulation of transcripts encoding for chloride (*Clcn5*) and sodium (*Slc9a9*) ion exchangers, which could impact phagocytic activity (48) as well as Zmat3, involved in RNA processing (49) indicate distinctive altered functions.

Further complementing the potentially direct effects of miR-210 targeting described above, context-dependent regulation led to the differential enrichment of pathways between M0 and M2 polarization states. In M0 macrophages, the positive control on cell cycle checkpoint pathways by up-regulated *Stmn1*, *Mt2*, and *H2ax*, involved in cycle arrest (50–52), complemented the reduced proliferation findings of our assays. Positive regulation of MYC and mTORC1 indicates metabolic reprogramming, which may be linked to regulation of inflammatory cytokine production (53) with *Egln3 (PHD3*) and *Slc2a1 (GLUT1*) potentially driving this pro-inflammatory state in miR-210 KO M0 cells (54, 55). 

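Of the 2 genes given here as possible drivers, Egln3 was called in M0, rising from 232 ± 41.3 to 425 ± 26.5 normalized counts in miR-210 KO (SD, n = 3 each), a log2 fold change of 0.87 (standard error 0.12, adjusted p = 0.010, edgeR's quasi-likelihood test with BH adjustment), though not without the library numbered 1 or 3 of WT M0. Slc2a1 rose from 757 ± 75.8 to 1031 ± 164 and was not called, with a log2 fold change of 0.44 (standard error 0.12, adjusted p = 0.18, same test). It was called by the DESeq2 Wald test, by edgeR without the filter on low counts and without the library numbered 2 of miR-210 KO M0. In both genes each miR-210 KO M0 library lay above each WT M0 library. The counts do not test whether either gene drives cytokine production.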

Interestingly, numerous elements in response to ROS including Catalase, Gclm, a glutamate cysteine ligase subunit necessary for GSH synthesis, and reductases *Gsr*, *Srxn1*, *Prdx6* and *Txnrd1*, are also positively regulated. Redox signaling and ROS production are known to play important roles in macrophage function and in polarization towards both pro-inflammatory and reparative states. Yet the precise mechanisms directing their effects in polarization remain unclear (42). The elevated levels of antioxidant genes suggest an increase in oxidative stress. This could potentially drive or stem from the pro-inflammatory phenotype observed in M0 miR-210 KO macrophages, i.e., increased secretion of IL-6 and TNFα and IL-1β, compared to WT cells. These findings suggest that miR-210 plays a crucial role in suppressing excessive inflammatory responses, maintaining macrophage immune homeostasis.

The anti-inflammatory role of miR-210 has also been documented by other groups in various experimental settings. For example, miR-210 overexpression in RAW264.7 murine macrophages reduced TNFα and IL-6 levels upon *in vitro* stimulation with LPS (56). Similarly, lentiviral-induced miR-210 overexpression in a rat model of osteoarthritis led to decreased IL-1β, IL-6 and TNF-α levels in synovial fluid, while enhancing chondrocyte survival and suppressing NF-κB signaling via p65 downregulation (57), further supporting a protective role of miR-210 in chondrocytes during inflammatory conditions. Similar to the report by Zhang et al., we found a protective role of miR-210 in M2 macrophages, while the impact of miR-210 loss was negative regulation of multiple inflammatory pathways was less pronounced than in M0 macrophages. Specifically, miR-210 KO M2 macrophages exhibited suppressed stress response and inflammatory pathways, coupled with activation of the p53 pathway and increased apoptosis-related gene expression, further supported by elevated p53 protein levels. Additionally, these cells showed increased TGFβ protein levels, suggesting a senescence-like phenotype mediated by p53 activation, potentially leading to reduced proliferation and cell cycle arrest. Notably, TGFβ signaling has been previously demonstrated to enhance p53 stability, promoting its accumulation and subsequent regulation of apoptosis, cell cycle arrest, and DNA repair genes (58). However, the reduced proliferation in miR-210 KO cells is not a selective defect associated with M2 polarization, pinpointing miR-210 as a regulator of expansion rather than differentiation. This pattern mirrors our recently published data showing that miR-210 deletion reduced proliferation in non-immune cell types (59), reinforcing a broader, lineage-independent role for miR-210 in cell-cycle control.

This context dependence echoes our earlier work demonstrating a pro-fibrotic phenotype in miR-210-overexpressing macrophages *in vitro*, along with a protective role in ischemic muscle tissue, where miR-210 reduced inflammation, enhanced capillary density, and promoted tissue repair (60). However, in a hind limb ischemia model using chimeric mice transplanted with miR-210-overexpressing bone marrow cells, Zaccagnini et al. demonstrated that specific overexpression of miR-210 in hematopoietic cells led to dysregulated angiogenesis, increased inflammation, and impaired tissue repair, accompanied by fibrosis. These data converged towards a context-dependent regulation of the inflammatory response by miR-210.

Our study shows that miR-210 depletion yields divergent outcomes, driving an inflammatory gene signature in M0 macrophages, and a pro-fibrotic signature in M2-like cells, underscoring its integration into state-specific regulatory networks. Such duality is not unique to miR-210: similar context-specific outcomes have been well described for TGF-β, which exerts either pro-inflammatory or pro-fibrotic effects depending on the cellular and environmental context (61). Our data therefore support a model in which miR-210 functions as a molecular rheostat whose impact on macrophage fate is dictated by the prevailing metabolic, cytokine and transcriptomic configuration.

Interestingly, despite the transcriptional upregulation of glycolytic and oxidative metabolism components, a reduction in basal glycolytic activity observed specifically in M0 macrophages, along with a preserved oxygen consumption rate (OCR) and a comparable energetic profile under stress conditions. This contrast could indicate partial or transitional metabolic adaptation in M0 miR-210-deficient macrophages. Reduced glycolytic activity has also been observed in diabetic wounds and in primary human fibroblasts, where hyperglycemia suppresses miR-210 expression—a defect that can be reversed by restoring miR-210 levels (18). Similar glycolytic alterations have been reported in other cell types by Grosso et al, who showed that miR-210-expressing cancer cells exhibit a glycolytic phenotype (62). Notably, the observed dysregulation in hypoxia response pathway upon miR-210 loss is plausible, as Grosso et al. also demonstrated that miR-210 and HIF-1α exist in a positive feedback loop, where an increase of miR-210 can stabilize HIF-1α.> Kieran et al. demonstrated that miR-210 overexpression led to increased glycolytic activity in astrocytes, concomitant with reduced pro-inflammatory markers, such as complement 3 and Semaphorin 5b proteins, associated with neurotoxic astrocytes (63). Noteworthy, despite reduced glycolysis, miR-210 KO macrophages displayed significantly increased phagocytic activity in both M0 and M2 polarization states, suggesting a compensatory adaptation to maintain immune functionality under metabolic constraints (1, 64, 65).

Pathway enrichment analysis of genes differentially expressed during macrophage polarization suggested an incomplete M2 polarization in miR-210 KO cells under IL-4 stimulation. The absence of significant changes in genes involved in a couple of biological processes specific for cell growth and proliferation pathways aligns with the observed reduction in cycling cells and decreased proliferation rates. Similar regulatory effects were also reported with other cells, in which loss of miR-210 altered a variety of cellular phenotypes including proliferation and apoptosis (66), thus reinforcing its role in macrophage differentiation and functional specialization.

Collectively, these findings highlight the multifaceted role of miR-210 in macrophages, regulating inflammatory responses, metabolic function, cell cycle progression, and polarization dynamics. The observed alterations in miR-210 KO macrophages suggest that miR-210 is a key modulator of macrophage function, with potential implications for chronic inflammatory diseases, immune dysregulation, and tissue repair.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE296928.

# Supplementary material for: miR-210 promotes the anti-inflammatory phenotype and M2 polarization in murine macrophages
**Source:** Front Immunol. 2025 Aug 5;16:1633163. doi: 10.3389/fimmu.2025.1633163
**Supplement:** Supplementary file 1

Supplementary Material

*
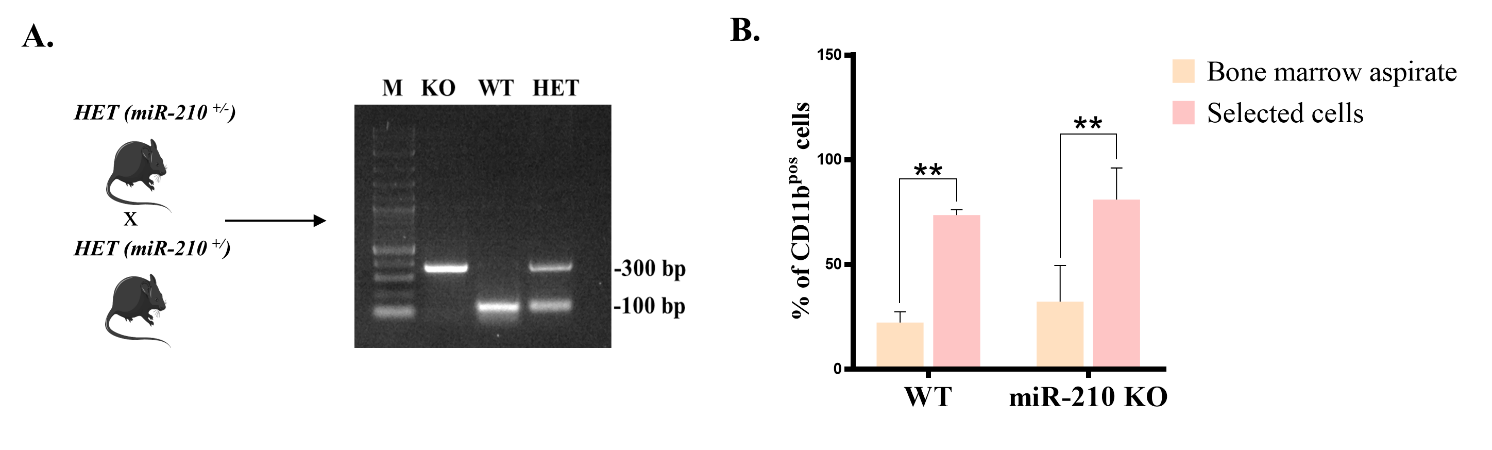
*

**Supplementary Figure 1.** (A)Validation of miR-210 deletion in macrophages. (B) Quantification of CD11b⁺ cells from bone marrow aspirates and selected cell populations in WT and miR-210 KO mice. Data are expressed as percentage of CD11b⁺ cells within total bone marrow-derived cells before and after magnetic selection. Results represent three independent experiments. Statistical analysis was performed using two-way ANOVA, comparing bone marrow aspirates vs selected cells within each genotype. p < 0.01 (**).

**
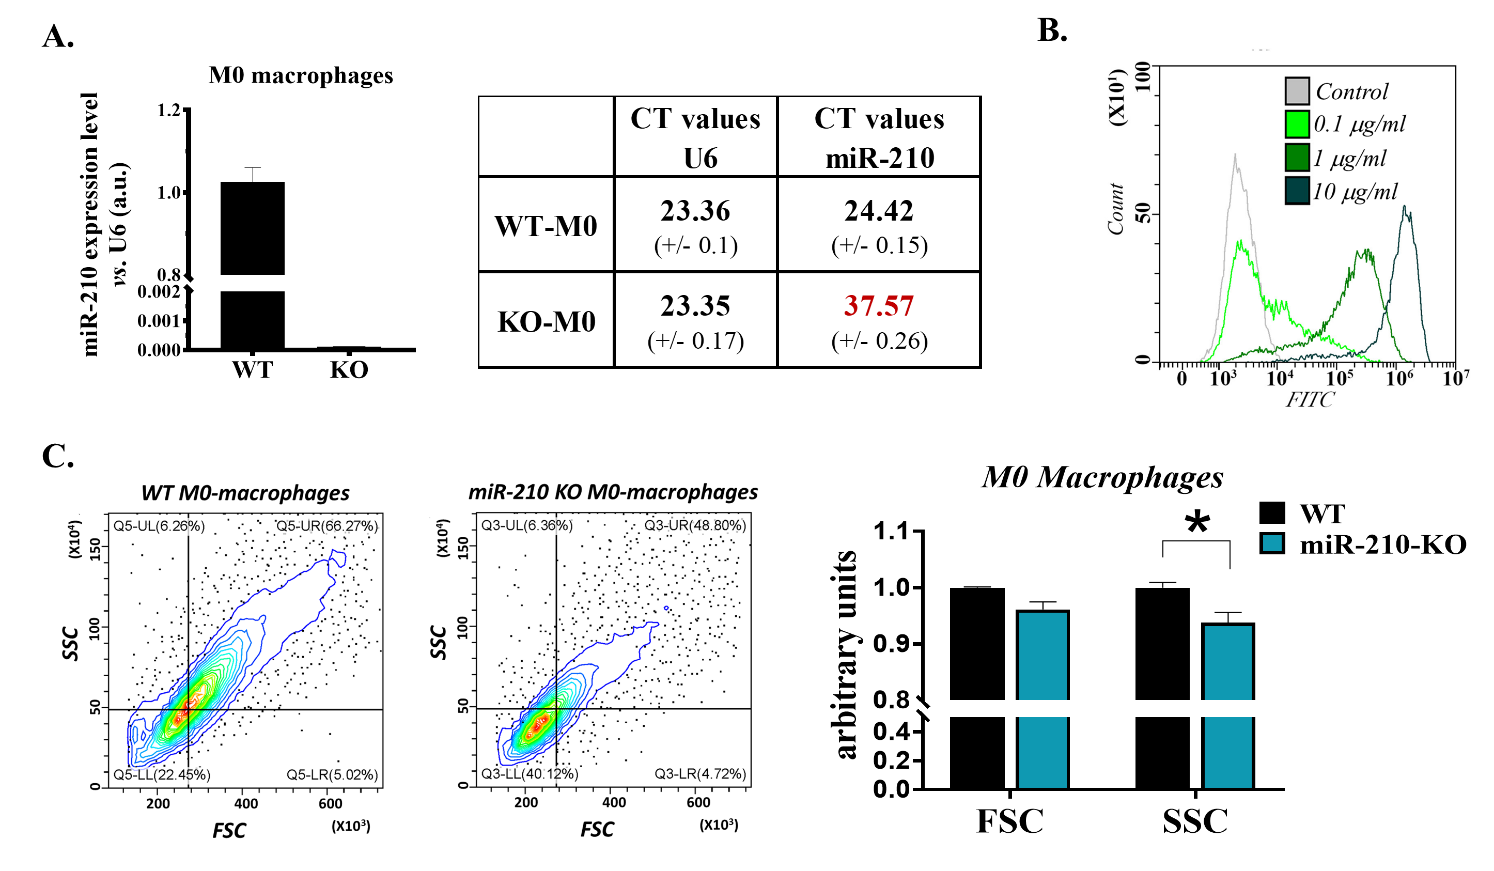
**

**Supplementary Figure 2. (A)** Validation of miR-210 -KO in macrophages by real-time qPCR analysis using TaqMan assay probes. Expression levels of miR-210 were normalized to U6 and showed a drastic reduction in KO cells compared to WT. The table on the right presents CT values for U6 and miR-210, confirming the successful deletion of miR-210 in KO macrophages. (B) Flow cytometry analysis illustrating the phagocytic uptake of S. aureus bioparticles by M0 macrophages. (C) Scatter plots illustrating the size (FSC) and granularity (SSC) of WT and miR-210 KO macrophages. The histogram on right shows the comparative analysis, revealing a significant difference in SSC values between miR-210-KO and WT cells. Data are presented as the means ± SEMs of 3 independent experiments. Statistical significance was determined using two-way ANOVA, *p < 0.05.

**
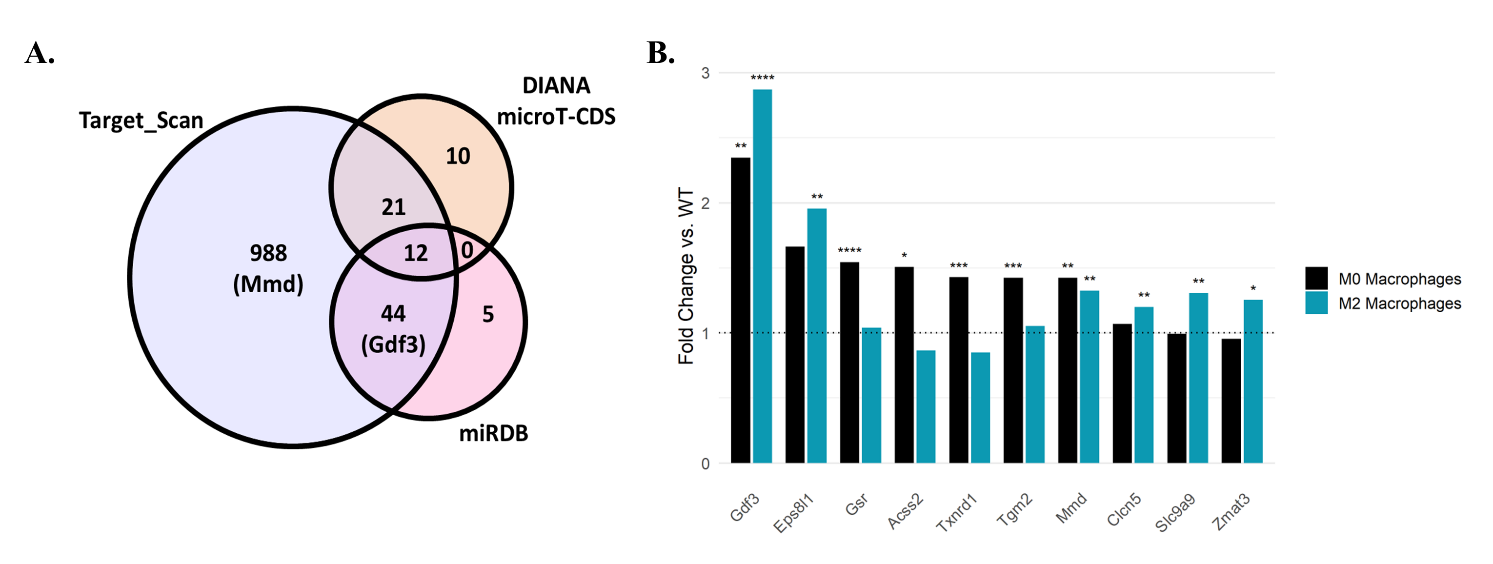
**

**Supplementary Figure 3.** Identification of predicted miRNA targets within DEGs. (A) Venn Diagram illustrating the miR-210 targets predicted by three sources: TargetScan, DIANA microT-CDS, and miRDB. (B) Bar graph of predicted miR-210 targets that were identified as significantly differentially up-regulated upon miR-210 loss in M0 and/or M2 macrophages. Data is presented as fold change of KO vs. WT state. Statistical significance (DESeq2 analysis) is indicated as follows: **** p < 0.0001, *** p < 0.001, ** p < 0.01.

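The bars give the fold change of miR-210 KO over WT that the authors derived from their DESeq2 comparison. Log2 fold changes of edgeR differed from the 68 log2 fold changes that Supplementary Tables S1 and S3 list for these and other genes by at most 0.0322. The bars of genes from 1 state alone say little on the other state: in M2, Gsr had a log2 fold change of 0.06, Acss2 of -0.21, Txnrd1 of -0.23 and Tgm2 of 0.07, and in M0 Clcn5 had 0.09, Slc9a9 -0.01 and Zmat3 -0.07. None of these 7 was called in that other state.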

**
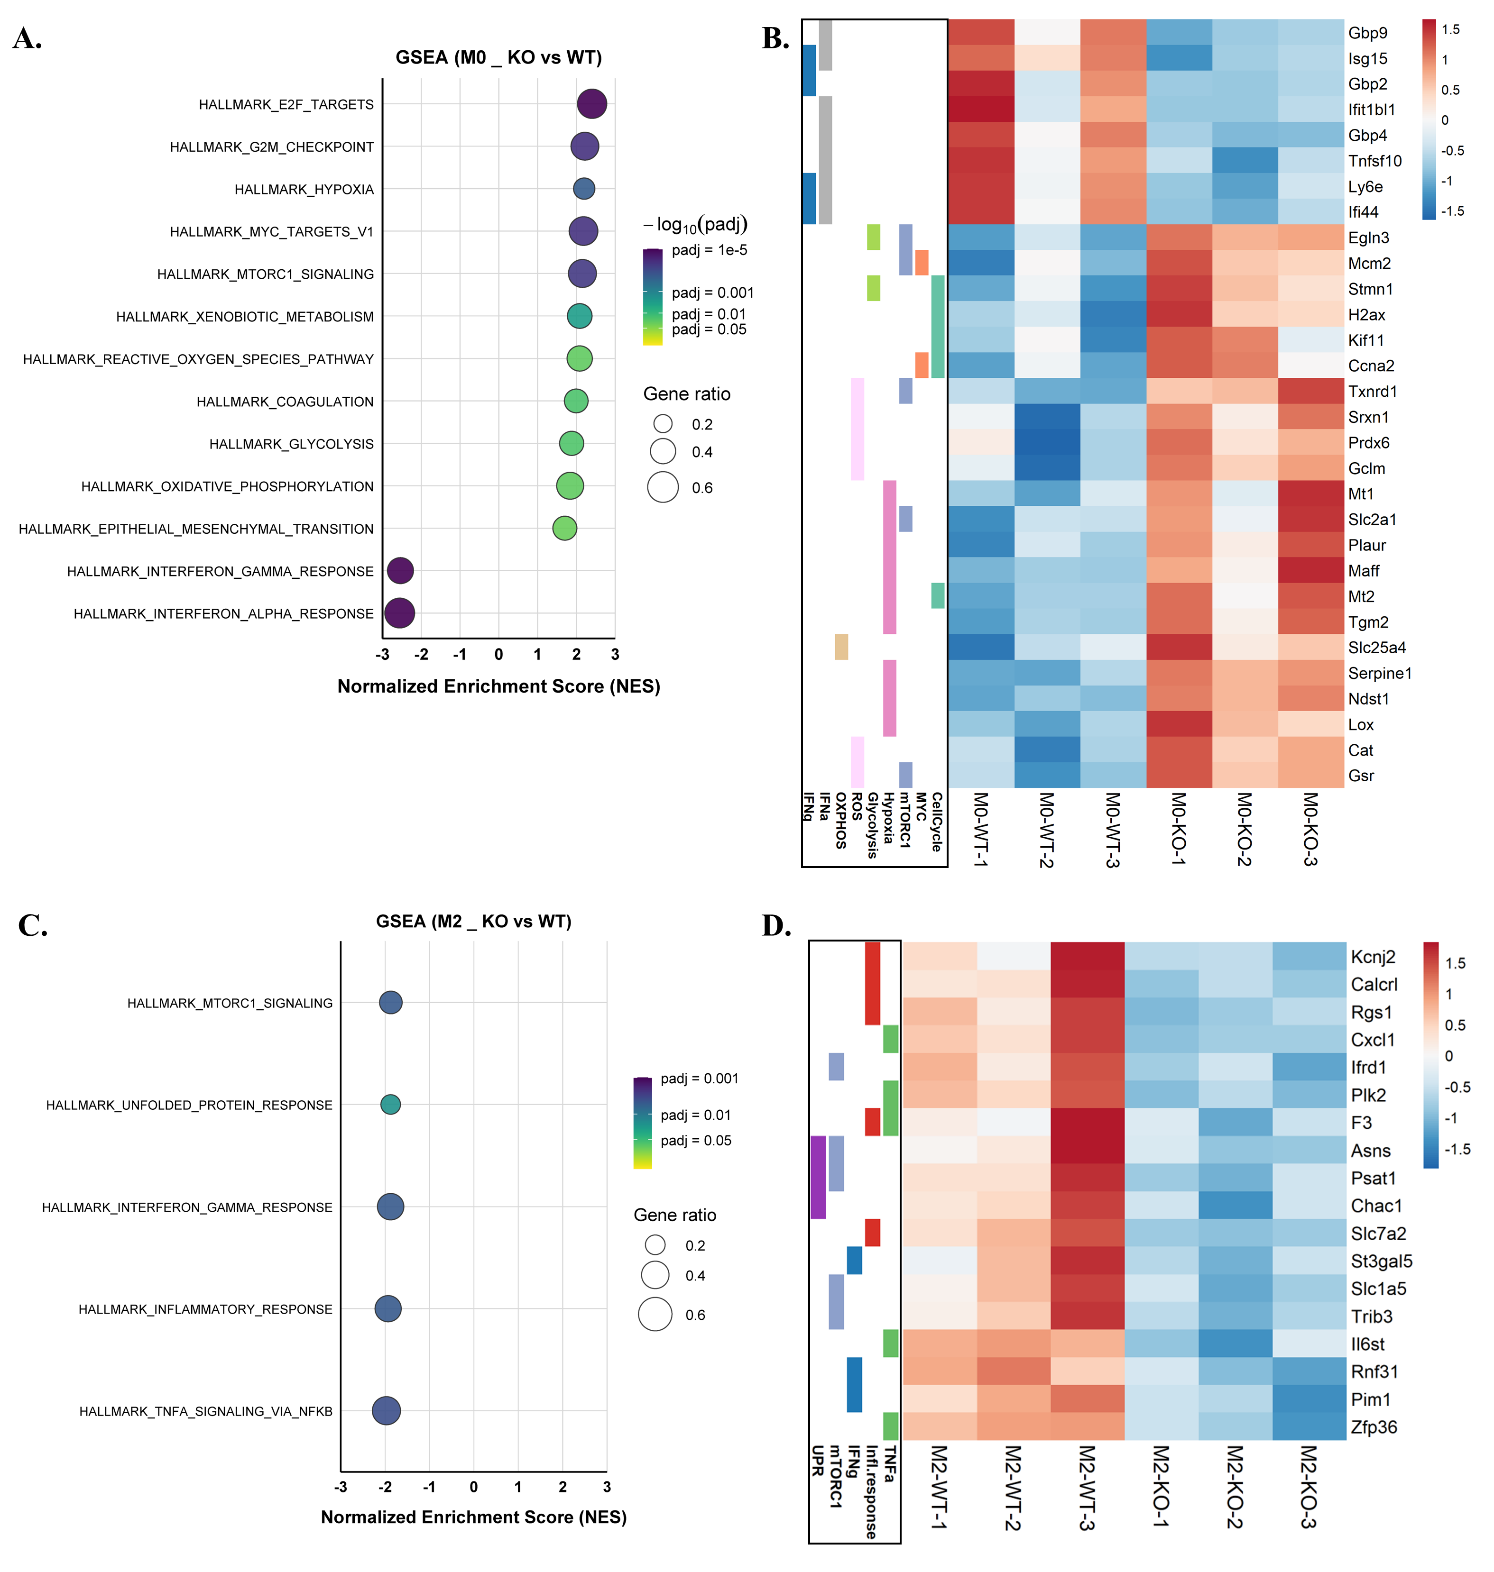
**

**Supplementary Figure 4.** Gene set enrichment analysis (GSEA) results for miR-210 KO *vs.* WT macrophages. (A) Significant (FDR<0.05) positive and negative pathways in M0 macrophages. (B) Heatmap of DEGs that contributed to the positive/negative Normalized Enrichment Score (NES) for pathways appearing as significant (FDR<0.05) in M0 cells: E2F Targets, G2M Checkpoint, MYC Targets, mTORC1 Signaling, Hypoxia, Glycolysis, Reactive Oxygen Species, Oxidative Phosphorylation, IFN-a and IFN-g Response. (C) Significant (FDR<0.05) positive and negative pathways in M2 macrophages, ordered by significance. (D) Heatmap of DEGs that contributed to the negative NES for pathways appearing as significant (FDR<0.05) in M2 cells: TNF-a Signaling via NF-kB, IFN-g Response, mTORC1 Signaling, Inflammatory Response, Unfolded Protein Response (UPR). MSigDB pathways with a positive NES feature genes with expression levels skewed towards up-regulation upon miRNA loss, and vice versa. Genes included in heatmaps are annotated with regards to their involvement in each of the significant pathways.

**
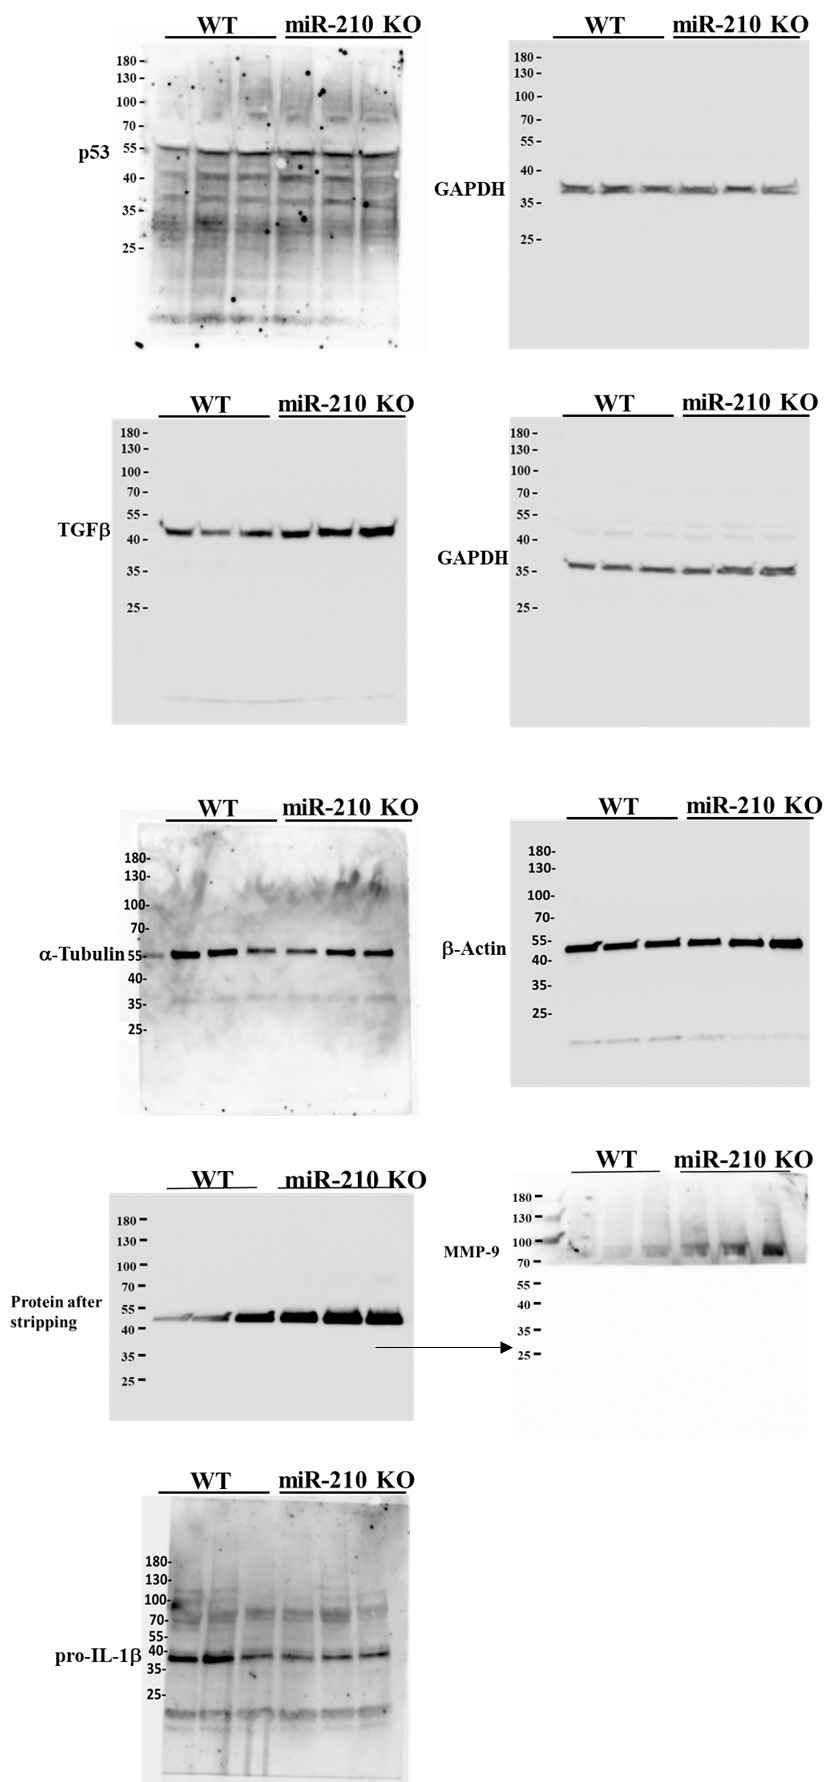
**

**Supplementary Figure 5.** Uncropped Western blot images related to Figures 4 and 5.

How the deposited data were processed for this re-analysis (not part of the article)

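RNA from 12 cultures of bone-marrow-derived macrophages was analysed, 3 each of WT M0, miR-210 KO M0, WT M2 and miR-210 KO M2. Libraries were assigned to groups by the group names of the columns, and the library numbers 1 to 3 within a group were not tied to samples. The authors made the count values by trimming, removal of duplicate reads, alignment to GRCm39 with STAR and strand-specific counting per gene with featureCounts, and deposited them without normalization in 4 tables of 56941 genes, a table for each pair of groups. The second kind of value the authors deposited is a signal, the same counts divided by a size factor per library that was set separately for each pair, in 4 tables that leave out genes with fewer than 5 counts over the 6 libraries. These normalized values were used only for levels, as an alternative, and in a principal component analysis, and all tests used the counts.

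Gene symbols, biotypes and coordinates came from a GENCODE annotation of GRCm39, which matched 56323 of the 56941 gene identifiers and left 618 without a match, and 152 symbols are carried by more than 1 identifier. Genes were tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, filterByExpr by group) on the 6 libraries of a pair, and on all 12 libraries for the interaction of genotype and polarization. P values were adjusted by the Benjamini-Hochberg (BH) method over the genes tested. A gene was called at an adjusted p under 0.05 and a |log2 fold change| over 0.263. For polarization it also had to be protein-coding with an average normalized count over 10, and the interaction had no limit on the fold change. The standard error of a log2 fold change is its size divided by the square root of the test's F. Where all libraries of a group had at most 3 counts, a bound against 3 counts is given in place of a fold change. Sets of genes were tested with camera and fry on the edgeR fits (limma 3.58.1), the cell-cycle lists came from Seurat 5.3.0 and 17 mouse Reactome sets from fgsea 1.28.0. The Hallmark sets and the gene ontology lists of the study were not used here, and the result of 1 of the 17 sets is not reported here. Principal components were computed from the variance-stabilized counts of the 500 most variable genes (DESeq2 1.42.0). Genes that share sequence were found by matching every 50-base stretch of the longest transcript of a gene to the transcripts of all others.

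Tested on simulated counts in which 200 genes changed by 1 on the log2 scale, edgeR called 92.5% of the 200 over 13923 genes, and 4.64% of its calls were unchanged genes. The DESeq2 Wald test called 88% over 14089 genes, edgeR with a GC correction 92% over 13859 genes, and the interaction test 78% over 14060 genes. The changed genes were drawn only from those above a limit on the mean count. The simulated spread followed the trend over genes, without a spread of each gene's own or correlation between genes. These shares therefore do not give the power for smaller changes.

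The library totals lay between 7930525 and 10167695 counts. Pairs of libraries of a group differed by more than counting noise, so no library was counted as a repeat of another. The groups, the tests of the comparisons, the alternatives and the rule for the genes named were set before the data were examined, and tests chosen later are named as such where they are given. The genes named are Mir210, every gene the study names from its RNA-seq data, the 5 largest increases and 5 largest decreases of each comparison between miR-210 KO and WT among called genes whose groups do not overlap and whose average normalized count is over 10, the 5 genes with the smallest interaction p, and the M2 markers Arg1, Retnla and Mrc1. The alternatives were the DESeq2 Wald test, other normalizations, no filter or a stricter filter on low counts, other limits on the fold change and the average count, a fit of all 12 libraries, the library number as a block, other tests for gene sets, and each library left out in turn. The DESeq2 Wald test on genes with at least 5 counts over a pair was added after seeing the data.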

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

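The tests of the mitochondrial genes, of the genes called in both states and of the splits for the cell-cycle genes were chosen only after the results were seen. Each group has a batch of its own in the labels, so batch and group cannot be told apart in any of these patterns.

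The polarization effect on the 97 cell-cycle genes differed between the genotypes in the camera test of the interaction, with a median of -0.253 on the log2 scale (adjusted p = 3.7e-08, BH adjustment). Fry gave an adjusted p of 0.18 and camera with an estimated correlation 0.21, and 0 of the 97 genes passed by themselves. Of 60 drawn splits of the genotype labels within each state, 14 gave a camera p for the set as small, the real split included, so a split with no meaning often gives as much. The difference lay in M0, where the genes were higher in miR-210 KO than in WT by a median of 0.31 on the log2 scale (camera adjusted p = 1.2e-15, fry 0.13), while the median difference in M2 was 0.08. In M0 2 of the 10 splits of the libraries gave as small a camera p for the set, and in M2 6 of 10. Without the library numbered 2 of WT M0 the interaction median was -0.445, and without the library numbered 3 it was -0.174. A change of proliferation with the genotype stays open, as do differences between cultures in density or timing, which were not tested.

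Gm28438, a pseudogene that the study does not discuss, was at least 16.1-fold lower in miR-210 KO M0 and had a log2 fold change of -5.74 in miR-210 KO M2, while mt-Nd3 went the other way. A stretch of 4649 bases of the mitochondrial genome, from 6394 to 11042, has a copy on chromosome 1 from 24650616 to 24655265 that is 99.957% identical in GRCm39. They have 2 differences: the substitution T9461C, counted on the mitochondrial reference with its base first, which lies in mt-Nd3 and Gm28438, and a 1-base insertion at 9829 in mt-Tr. A candidate explanation is a base difference between the mitochondrial DNA of the WT and miR-210 KO mice, which would move the reads of the same RNA from the pseudogene to the gene. It requires the sum of both genes to stay similar, and the ratio of the summed normalized counts of miR-210 KO to WT was 0.855 in M0 and 0.695 in M2, the farther from 1. A neighbouring pair, mt-Nd4l and its copy Gm10222, moved in the same way with sum ratios of 0.947 and 0.806. All 50-base stretches of Gm10222 occur in mt-Nd4l, so no difference inside Gm10222 tells their reads apart, and whether reads or their mates that reach the substitution or the insertion at 9829 do was not tested. A change in mitochondrial transcription was looked for in the other 9 mitochondrial protein-coding genes tested. Of these, 0 were called in M0 or M2, with 0 in M0 and 1 in M2 at an unadjusted p under 0.05. Their log2 fold changes lay between -0.42 and 0.43 in M0 and between -0.12 and 0.72 in M2. A change of all these genes as large as that of mt-Nd3 is argued against, and smaller changes stay open. As mitochondrial DNA passes through the mother, such a base difference could come from the breeding and not from miR-210. Reads that could show the base were not analysed here.

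Tmem181b-ps had log2 fold changes of -1.89 in M0 and -1.38 in M2, and Gm64463 of -1.63 and -1.74. They overlap each other on chromosome 17 (6708801 to 6757783 and 6705923 to 6757893), next to Dynlt1b, which was also lower in both states, and 95.7% of the 50-base stretches of Tmem181b-ps occur in Gm64463, so these are not independent observations. Without the library numbered 3 of WT M0, or 2 of miR-210 KO M2, Tmem181b-ps was no longer called in that state, with a highest adjusted p of 0.054 in M0 and 0.098 in M2 over all settings (edgeR's quasi-likelihood test with BH adjustment). Gm42031, a long noncoding RNA on chromosome 8 (85852501 to 85858918), was at least 22.7-fold lower in miR-210 KO M0 and at least 77.9-fold lower in M2. Gm49980, a long noncoding RNA on chromosome 18 (30400111 to 30405186), had log2 fold changes of -1.84 and -1.71, the first no longer called without the library numbered 1 or 3 of either genotype (highest adjusted p 0.071 in the same test). These genes were singled out because the study does not discuss them. Near-identical copies do not explain all 29 genes called in both states, since 15 of them share no 50-base stretch with another gene, but 4 share 50% or more of their stretches. A segment around the deleted locus is argued against by 28 of the 29 lying elsewhere. A difference in the genetic background of the WT and miR-210 KO mice, which could change such genes independently of miR-210, cannot be told apart from an effect of miR-210 with these data. It would bring groups of neighbouring genes, and 2 pairs of genes that do not overlap lay within 1 Mb, against a mean of 0.71 in 10000 draws (permutation test, one-sided, p = 0.155). Both pairs are Dynlt1b with its neighbours Gm64463 and Tmem181b-ps, a single cluster. Of 10 genes listed as variable between mouse strains, 6 were tested in each state. In both states 4 were called, Cd59a, Efhd2, Ide and Wdfy1, all among the 29 shared genes. That list was written in part after Fig. 3E had been seen, so it cannot decide whether the background differs.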

How the results depend on the processing

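No test in this part was chosen after the result was seen, apart from the DESeq2 Wald test on genes with at least 5 counts. The causes of the changes were not tested.

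For miR-210 KO against WT in M0, 65 genes were called, and 207 with the DESeq2 Wald test (205 on genes with at least 5 counts, chosen after seeing the data), 532 without the filter on low counts, 248 in a fit of all 12 libraries, and 27 with either a test against the fold limit or a limit of 1. In M2, 137 were called, and 360 without the filter, 60 in a fit of all 12 libraries, 45 with a test against the fold limit and 40 with a limit of 1. Without the filter the share called higher was 54.7% against 47.7% in M0 and 32.8% against 41.6% in M2. Across the fits that each left out 1 library, the number was 20 to 302 in M0 and 53 to 215 in M2. With other normalizations the numbers were 65 and 68 in M0 and 134 and 145 in M2.

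Whether the library numbers pair the libraries stays open in M0. Correlations of same-numbered WT and miR-210 KO libraries there were 0.0218 to 0.336, with 2 of 3 pairs over 0.1. In M2 they were -0.0672 to 0.0775, with 0 of 3 pairs over 0.1. With the number as a replicate block, 284 genes were called in M0 and 289 in M2.

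For polarization, a limit of 1 gave 1446 genes in WT and 1292 in miR-210 KO and a test against the fold limit 2703 in miR-210 KO, and with 1 library left out the numbers were 4644 to 5022 in WT, 3387 to 4117 in miR-210 KO and 3035 to 3533 for both genotypes. The interaction had 0 genes, 83 with the DESeq2 Wald test, 341 without the filter, and 0 to 77 with 1 library left out.

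Without the filter, 36 genes were higher and 44 lower in both states, against 17 and 12, and with 1 library left out 11 to 21 and 7 to 15. PC1 held 95.2% to 96.2% and PC2 2.02% to 2.43% with 1 library left out, and PC2 4.43% over all genes tested and 3.82% on the deposited normalized counts.

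Of the cell-cycle genes, 3 S genes were called higher in WT and 2 in miR-210 KO, and with 1 library left out 36 to 58 of the 97 in WT and 16 to 27 in miR-210 KO. In the interaction 3 passed without the filter, and 0 to 1 with 1 library left out, the 1 without the library numbered 2 of WT M0. As a set in WT the median of 0.316 did not pass with fry or an estimated correlation (adjusted p 0.061 and 0.94), the S genes alone had 0.0899 and ranked toward lower, and leaving out 1 library gave 0.206 to 0.472. In miR-210 KO the median of 0.0589 became -0.197 for the S genes alone and 0.412 for the G2/M genes alone, which passed (adjusted p 0.031), and 0.00947 without the library numbered 3 of M0, ranked toward lower, within 0.00947 to 0.171 over the libraries left out. The interaction median of -0.253 did not pass with fry or an estimated correlation, and was -0.445 to -0.174 with 1 library left out.

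Of the Reactome sets, 11 passed in M0, 1 in M2, 2 in each polarization comparison and 9 in the interaction with camera. With fry, 0, 0, 11 in WT, 5 in miR-210 KO and 0 passed, and with an estimated correlation 0 in each. With 1 library left out the numbers were 7 to 10, 1 to 3, 2 in both polarization comparisons, and 7 to 11.

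Of the genes of Table S3 for M0, 8 were called, 30 with the DESeq2 Wald test, 30 without the filter, 25 in a fit of all 12 libraries, 29 on genes with at least 5 counts (chosen after seeing the data), and 0 to 22 with 1 library left out. For M2, 12 were called, 1 in a fit of all 12 libraries and 2 to 13 with 1 library left out. Of the genes of Table S1, 4 were called in M0, 7 without the filter or in a fit of all 12 libraries, and 0 to 5 with 1 library left out, and in M2 4 and 2 to 4.

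Of 609 values of named genes under other settings, 521 kept their direction and call, 74 were called only there and 14 lost their call. Of 810 with 1 library left out, 659 kept both, 114 lost and 36 gained a call, and 1 changed sign, Retnla in M2, which was 0.0121 without the library numbered 3 of miR-210 KO M2, within -0.381 to 0.0121 over the libraries left out. The levels all stayed within the SD between libraries on the deposited normalized counts. Mir210, with at most 5 counts, is too shallow for a fold change.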

Differences from the paper's values

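In Fig. 3C the paper shows about 77 genes called higher in M0 alone, read by eye, and edgeR gave 14. The DESeq2 Wald test, which is the paper's method, gave 77, a fit of all 12 libraries 102 and the library number as a block 104, within the limits of the comparison, while the other alternatives set before the data were examined did not close the gap. In Fig. 3D it shows about 83 genes called lower in M0 alone, read by eye, against 22. The DESeq2 Wald test gave 95, a fit of all 12 libraries 110 and the block 124, and the DESeq2 Wald test on genes with at least 5 counts, chosen after seeing the values, 92, while the other alternatives did not close the gap. For genes lower in both states Fig. 3D shows about 7, read by eye, against 12. At least 10 counts in every library gave 7 and a test against the fold limit 10, and the DESeq2 Wald test gave 12.

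In Fig. 8A the paper shows Cdc20 at about 2.5 in miR-210 KO M0 and about 4 in miR-210 KO M2, read by eye, against 35.1 and 56.5 normalized counts. On the deposited normalized counts the values were 34.8 and 56.0, and none of the alternatives closed the gap.

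The paper lists Acss2, Tgm2, Stmn1, H2ax, Srxn1, Gclm, Prdx6, Cat, Gbp2, Gbp4 and Ifit1bl1 as changed in M0 and gives Slc2a1 as a possible driver there, and edgeR called none of these 12, with adjusted p values between 0.052 and 0.22. In M2 it lists Zmat3, Clcn5, Asns, F3 and Pim1, none of which was called. The DESeq2 Wald test, and edgeR without the filter on low counts, called all of these except Pim1, whose log2 fold change of -0.24 stayed under the limit, and a fit of all 12 libraries called those in M0 other than Prdx6, Gbp2 and Slc2a1. Without the library numbered 2 of WT M0, Tgm2, Stmn1, H2ax, Gbp2, Gbp4 and Ifit1bl1 were called, and Tgm2 and Slc2a1 without the library numbered 2 of miR-210 KO M0. In M2, Clcn5 was called without the library numbered 2 of miR-210 KO M2, Asns without the library numbered 1 or 2 of WT M2 and F3 without the library numbered 2 of WT M2. Timp3, Strap, Clec4n, Adss2, Ndst1 and H4c18, shown for both states in Fig. 3E, were not called in M0 by edgeR and were by the DESeq2 Wald test, without the filter on low counts and in a fit of all 12 libraries. Of these, all but H4c18 were called without the library numbered 2 of miR-210 KO M0, and Strap, Clec4n and Ndst1 without the library numbered 2 of WT M0. Tmem54, also in Fig. 3E, had no counts to test. Tmem254, chosen after its values were seen, was called in M2 with a log2 fold change of 1.25 and not in M0 (0.83, adjusted p = 0.079, edgeR's quasi-likelihood test with BH adjustment), where the DESeq2 Wald test, no filter on low counts, a fit of all 12 libraries and the fit without the library numbered 2 of WT M0 called it.

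The paper states that Cdc20 and Cdc25c did not change in miR-210 KO between M0 and M2. EdgeR called both higher, with log2 fold changes of 0.69 and 0.86, and the DESeq2 Wald test called neither.

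Of the pathways the paper names, apoptosis, mTOR signaling, the complement cascade and the unfolded protein response did not pass in M2 among the Reactome sets, with adjusted p values from 0.94 to 0.98 in camera with BH adjustment, nor did hypoxia in M0 (0.10). The paper states that only the interferon responses were lower in M0 in its GSEA of Hallmark sets. The Reactome sets for the complement cascade and interleukin-6 signaling, which hold other genes, were also lower with camera. Neither passed with fry or an estimated correlation. With Enrichr, the paper itself linked its lower genes in M0 to IL-6/JAK/STAT3 signaling.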

Other observations

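The tests of splits for the gene sets and overlaps and of the levels of collagen and neutrophil granule genes were chosen only after the results were seen. Because batch and group are the same in the labels, none of the differences can be ascribed to the genotype outright.

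The real split of the libraries gave the most called genes in each comparison of a pair, 1 of the 10 splits in miR-210 KO against WT in M0 and in M2 and in polarization of WT and of miR-210 KO, and the share of 0.1 is the smallest that 10 splits allow. For the Reactome sets, 1 of the 10 splits in M0, 10 of 10 in M2, 7 of 10 in WT polarization and 5 of 10 in miR-210 KO polarization gave as many. For the cell-cycle genes called higher, 1 of 10 splits in WT and 1 of 10 in miR-210 KO gave as many, while for the set 4 of 10 splits in WT and 10 of 10 in miR-210 KO gave as small a camera p. Of 100 drawn splits, 1 gave as many genes called in the same direction in M0 and M2, the real split, and 1 as many genes called in both polarization comparisons. The other draws gave 0 shared genes, because nearly all splits other than the real one called 0 genes within a pair. These draws therefore add little to the 10 splits of each pair. For the interaction the real split called 0 genes, so that all 60 of 60 splits had to give at least as many and this count tests nothing, while 9 of 60 gave as many genes at an unadjusted p under 0.05, and 5 of 60 as many Reactome sets.

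Technical explanations of the 65 genes called in M0 and the 137 in M2 were tested. A difference in the sex of the mice is argued against by 0 of the Y-linked genes and Xist called in M0 and 0 in M2, with 1 of the 4 Y-linked genes at an unadjusted p under 0.05 in each state. A segment of chromosome 7 carried along with the deleted locus would concentrate called genes within 10 Mb, and only Cd81 was called there (one-sided Fisher's exact test, p = 0.427 in M0 and 0.692 in M2). After a correction for GC content 54 of the 65 and 124 of the 137 were called, after a correction for gene length 65 and 137, and after thinning all libraries of a pair to the smallest total 62 and 130.

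Fibroblasts or L929 cells in some libraries would shift the genes of a fibroblast list together, and in M0 they did. All 6 genes of the list that could be tested (Lox, Fn1, Tagln, Acta2, Thbs1 and Fbln2) were higher in miR-210 KO, with a median log2 fold change of 0.61 (camera adjusted p = 5.0e-05, fry adjusted p = 0.0398), 0 of them called and 2 at an unadjusted p under 0.05. In M2 4 could be tested and 1 was higher, with a median of -0.03 (camera adjusted p = 0.91, fry adjusted p = 0.922), 0 called and 0 at an unadjusted p under 0.05. More fibroblast RNA in the miR-210 KO M0 libraries, from carried-over cells or from the macrophages themselves, therefore stays open. Enough fibroblasts or L929 cells to bring the changes of the called genes is argued against, since such cells would bring collagen, and the highest count of Col1a1, Col1a2 or Col3a1 in any library was 16 in M0 and 5 in M2. Neutrophils in some libraries cannot be told apart from a change in the macrophages by the neutrophil list, of which only 2 genes (Mmp8 and S100a8) in M0 and 2 in M2 had enough counts to be tested, both higher in miR-210 KO M0 and both lower in miR-210 KO M2. Enough neutrophils to bring the changes of the called genes would bring granule genes, and the highest count of Camp, Ltf, Ngp or S100a9 was 8 in M0 and 8 in M2.

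Of 12 genes listed as markers of IL-4 activation, 7 were tested in M0 and their median log2 fold change was 0.26 (camera adjusted p = 0.036, fry adjusted p = 0.015), with 1 called, Arg1. In M2 11 were tested, with a median of -0.13 (camera adjusted p = 0.40, fry adjusted p = 0.46), 0 called and 6 at an unadjusted p under 0.05. The directions were mixed, with 5 of the 11 higher in miR-210 KO. Chil3 was lower, with a log2 fold change of -0.24, and missed the call on the fold limit alone (adjusted p = 0.018, edgeR's quasi-likelihood test with BH adjustment). Of 12 macrophage markers, all tested, 0 were called in M0 or M2, with 3 at an unadjusted p under 0.05 in each, and the set passed in neither test.

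Of 20 interferon-stimulated genes listed before the test, 18 were tested, and their median log2 fold change between miR-210 KO and WT was -0.47 in M0 and -0.21 in M2 (camera adjusted p 3.3e-20 and 2.7e-06, fry 0.058 and 0.44). In M0 2 were called and 16 had an unadjusted p under 0.05, and in M2 0 and 7. Mean scores of these genes were 0.997 or more in each WT M0 library and 0.891 or less in each miR-210 KO M0 library. Of 14 published miR-210 targets listed from general knowledge, 12 were tested and 8 were higher in each state, with medians of 0.11 and 0.05 (camera adjusted p 0.21 and 0.40), and 0 were called in either state with 1 at an unadjusted p under 0.05 in each.

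The histone gene H4c17 rose in both states while H4c18 fell, and the ratio of their summed normalized counts, miR-210 KO to WT, was 1.46 in M0 and 1.13 in M2. They lie near each other on chromosome 13 and share no 50-base stretch.

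The M2 marker Arg1 had a log2 fold change of 0.04 between miR-210 KO and WT in M2 (adjusted p = 0.86, edgeR's quasi-likelihood test with BH adjustment) and Retnla of -0.18 (adjusted p = 0.72, same test). Mrc1, the gene of CD206, had 0.22 (adjusted p = 0.069, same test), toward higher in miR-210 KO. By other assays the paper reports more CD206 in WT M2. The interaction of genotype and polarization for Arg1 was -0.81 (adjusted p = 0.095, same test), and in M0 Arg1 was higher in miR-210 KO than in WT by 0.85 on the log2 scale (standard error 0.15, adjusted p = 0.034, same test). The 5 genes with the smallest interaction p were Prokr1 (-0.82, adjusted p = 0.075, same test), H1f5 (-1.09), H2bc15 (-0.96), H3c1 (-0.996) and Mmp14 (-0.75), the last 4 each with an adjusted p of 0.095 in the same test. All 5, and Arg1, passed with the DESeq2 Wald test and without the filter on low counts. Arg1 also passed without the library numbered 1 of WT M0 or 2 of miR-210 KO M0.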
